# Thymine DNA glycosylase as a novel target for melanoma

**DOI:** 10.1038/s41388-018-0640-2

**Published:** 2019-01-23

**Authors:** Pietro Mancuso, Rossella Tricarico, Vikram Bhattacharjee, Laura Cosentino, Yuwaraj Kadariya, Jaroslav Jelinek, Emmanuelle Nicolas, Margret Einarson, Neil Beeharry, Karthik Devarajan, Richard A. Katz, Dorjbal G. Dorjsuren, Hongmao Sun, Anton Simeonov, Antonio Giordano, Joseph R. Testa, Guillaume Davidson, Irwin Davidson, Lionel Larue, Robert W. Sobol, Timothy J. Yen, Alfonso Bellacosa

**Keywords:** Melanoma, Target identification

## Abstract

Melanoma is an aggressive neoplasm with increasing incidence that is classified by the NCI as a recalcitrant cancer, i.e., a cancer with poor prognosis, lacking progress in diagnosis and treatment. In addition to conventional therapy, melanoma treatment is currently based on targeting the BRAF/MEK/ERK signaling pathway and immune checkpoints. As drug resistance remains a major obstacle to treatment success, advanced therapeutic approaches based on novel targets are still urgently needed. We reasoned that the base excision repair enzyme thymine DNA glycosylase (TDG) could be such a target for its dual role in safeguarding the genome and the epigenome, by performing the last of the multiple steps in DNA demethylation. Here we show that *TDG* knockdown in melanoma cell lines causes cell cycle arrest, senescence, and death by mitotic alterations; alters the transcriptome and methylome; and impairs xenograft tumor formation. Importantly, untransformed melanocytes are minimally affected by *TDG* knockdown, and adult mice with conditional knockout of *Tdg* are viable. Candidate TDG inhibitors, identified through a high-throughput fluorescence-based screen, reduced viability and clonogenic capacity of melanoma cell lines and increased cellular levels of 5-carboxylcytosine, the last intermediate in DNA demethylation, indicating successful on-target activity. These findings suggest that TDG may provide critical functions specific to cancer cells that make it a highly suitable anti-melanoma drug target. By potentially disrupting both DNA repair and the epigenetic state, targeting TDG may represent a completely new approach to melanoma therapy.

## Introduction

Melanoma is an aggressive cancer, whose incidence has increased over the past two decades in Western countries [1]. Although the majority of melanoma cases are cured after surgical excision of the primary tumor, the metastatic form of the disease has poor prognosis, being highly resistant to therapy. Targeted therapy directed against *BRAF* is effective but short-lived, because resistance develops rapidly. More recently, immunotherapy based on checkpoint inhibition demonstrated responses in ~60% of advanced melanoma patients, but a large fraction of patients is refractory. Thus advanced therapeutic strategies based on novel targets are urgently needed.

We recently identified the requirement of the base excision repair enzyme thymine DNA glycosylase (TDG) for mammalian development and specifically for development of the neural crest, precursor of melanocytes [2]. This requirement is due to the unique dual role of TDG in safeguarding genome and epigenome [3, 4]. TDG not only protects CpG sites from spontaneous deamination of 5-methylcytosine (5mC) and cytosine, thus avoiding C>T transition mutations, but importantly, at the epigenomic level, is involved in active DNA demethylation downstream of the ten-eleven translocation (TET) dioxygenases [2–6].

Active DNA demethylation involves the iterative oxidation of 5mC by TET1–3 to produce the novel cytosine species 5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5fC), and 5-carboxylxytosine (5caC), followed by TDG-mediated removal of 5fC and 5caC [7, 8]. In this pathway, isocitrate dehydrogenase (IDH) generates α-ketoglutarate, a cofactor for TET-mediated oxidation.

Alterations of DNA demethylation, through mutations/reduced expression of *IDH2* and *TET* family genes, have been described in melanoma and correlated with worse prognosis [9–15]. Moreover, decreased levels of 5hmC have been reported in melanoma and represent a novel epigenetic biomarker with diagnostic/prognostic implications [16, 17].

Given the importance of DNA demethylation in melanomagenesis and TDG requirement for neural crest development [2], we began exploring the role of TDG in melanoma. We reasoned that the two non-redundant (genomic and epigenomic) functions of TDG may represent a vulnerability of tumor cells that can be exploited as novel targets for treatment, because targeting TDG may have the double effect of altering DNA repair capacity and epigenetic state. In this study, through cell culture and mouse xenograft studies, we establish the importance of TDG in maintaining the viability of melanoma cells, and using a DNA repair molecular beacon assay [18], we isolate first-generation TDG inhibitors and characterize their anticancer activity.

## Results

### *TDG* is expressed in melanoma, and its knockdown induces morphological changes in melanoma cell lines

Examination of the Oncomine database (http://www.oncomine.org) revealed that the median expression levels of *TDG* mRNA are similar in melanoma samples and melanocytic nevi (levels are higher in normal skin, in which, however, the melanocytes are a minority) (Fig. 1a). In the Human Protein Atlas database, nuclear expression of TDG protein is also maintained at high-to-medium levels in melanomas; and high expression is associated with unfavorable prognosis (Suppl. Figure 1a; http://www.proteinatlas.org). Interestingly, in TCGA-SKCM (skin cutaneous melanoma) cases, there is a positive correlation between *TDG* and *TET1-3* mRNA expression levels (Suppl. Figure 1b). These observations were consistent with the possibility that TDG is a melanoma target and prompted us to examine the consequences of its knockdown.

**Fig. 1:**
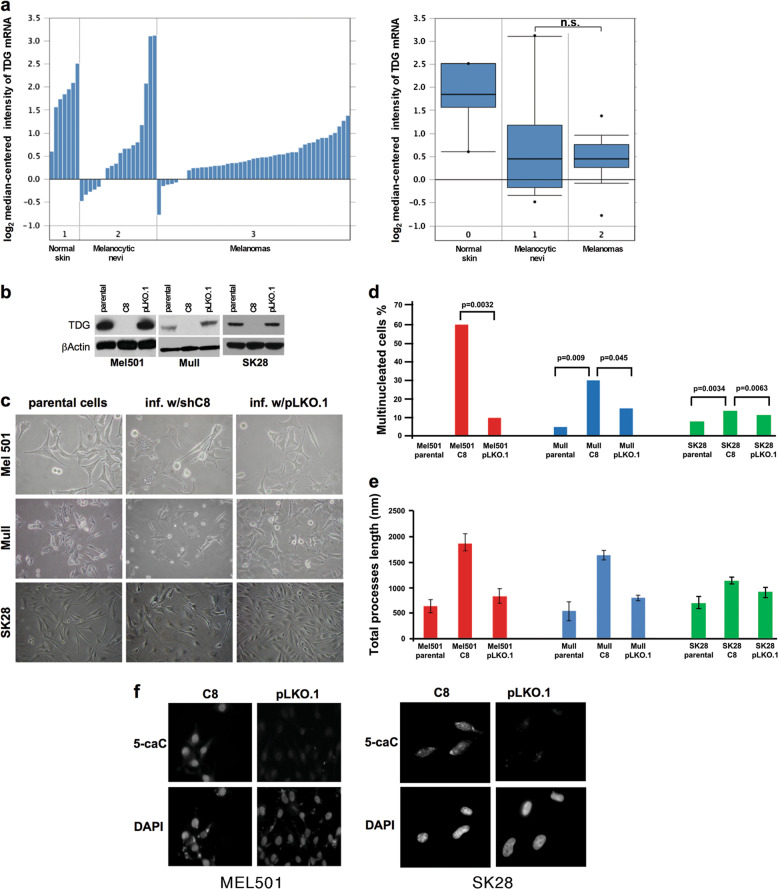
*TDG* knockdown induces morphological changes in melanoma cells. **a** Expression levels of *TDG* mRNA in normal human skin, melanocytic nevi, and cutaneous melanoma in Talantov melanoma dataset (Oncomine); both individual and boxplot representations are shown. The difference between the median TDG expression in melanocytic nevi and melanoma samples is not significant (n.s.) by Wilcoxon rank-sum test. **b** Western blot showing effective *TDG* knockdown in Mel501, Mull, and SK28 cells in comparison to parental and control pLKO.1-infected cells 3 days after infection. **c** Phase-contrast images of parental, *TDG* knockdown (C8), and control pLKO.1-infected Mel501, Mull, and SK28 cells. **d** Percentage of multinucleated cells and **e** total length of cellular processes in parental, *TDG* knockdown (C8), and control pLKO.1-infected Mel501, Mull, and SK28 cells. Data are presented as average ± standard deviation (SD). **f** Immunofluorescence staining for 5-carboxylcytosine (5caC) in *TDG* knockdown and control pLKO.1-infected Mel501 and SK28 cells. Nuclei are counter-stained with DAPI. P parental cells, C8 short hairpin RNA (shRNA) lentivirus against *TDG*, pLKO.1 lentivirus vector control

TDG protein and mRNA are expressed in a panel of melanoma lines, at levels varying from low to high, and apparently inversely correlating with tumorigenic potential (Suppl. Figure 2). TDG mRNA and protein expression is also maintained in normal melanocyte cultures at levels similar to melanoma cell lines (Suppl. Figure 2) [19]. We used the C8 lentivirus expressing an short hairpin RNA (shRNA) against TDG [2] to knock down the TDG expression in Mel501, Mull, and SK28 melanoma lines (Fig. 1b). *TDG* knockdown induced marked morphological changes in all three cell lines (large, flat, multinucleated cells bearing numerous and long dendritic processes) (Fig. 1c–e and Suppl. Figure 3). Similar morphological changes were also observed in other melanoma cell lines (Rosi and MNT-1, Suppl. Figure 4a). Similar results were obtained with a second *TDG* shRNA lentivirus, sh4575, targeting a different region of *TDG* (Suppl. Figure 4b-c), which rules out off-target effects. The on-target knockdown efficiency of C8 and sh4575 were confirmed not only by the reduction of TDG protein levels but also by the expected increase of 5caC levels (Fig. 1f and Suppl. Figure 4d).

### *TDG* knockdown reduces proliferation and induces cell cycle arrest and multinucleation

Morphological changes were associated with decreased proliferation of Mel501, Mull, and SK28 melanoma lines. To elucidate the mechanism by which *TDG* knockdown reduces cell proliferation, we analyzed the cell cycle profile of parental, shC8-, and pLKO-infected Mel501, Mull, and SK28 cells by fluorescence-activated cell sorting (FACS). *TDG* knockdown perturbed cell cycle dynamics, causing a G2–M arrest in Mel501 and Mull cells and S-phase arrest in SK28 cells (Fig. 2a, b). Importantly, some cells with *TDG* knockdown escaped the G2–M or S-phase arrest, and accumulated >4*n* DNA content in agreement with the appearance of multinucleated cells (Fig. 1c).

**Fig. 2:**
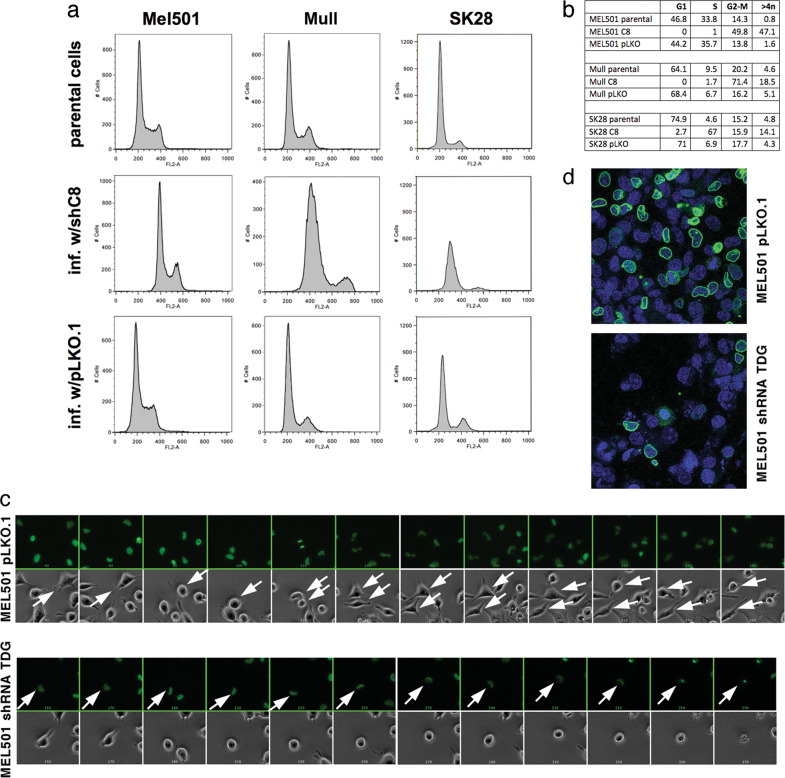
*TDG* knockdown in melanoma cells induces cell cycle arrest and causes mitotic alterations. **a** Fluorescence-activated cell sorting (FACS) of propidium iodide-stained parental, *TDG* knockdown, and control pLKO.1-infected Mel501, Mull, and SK28 cells showing that *TDG* knockdown induces cell cycle arrest in G2–M phase and S phase, respectively. Cell cycles were analyzed in biological triplicate 4 days after lentivirus infection. **b** Quantitation of cells in each phase of the cycle is shown. **c** Representative images of live cell videomicroscopy of GFP-tagged histone H2B-expressing MEL501 cells infected with shRNA against TDG and pLKO.1 control lentiviruses and progressing through mitosis. For each time point, bright field (top) and fluorescent (bottom) channels are shown. The time difference between adjacent frames is 300’. Arrows mark cells being tracked; two close arrows signify successful mitosis and two daughter cells. **d** Immunofluorescence detection of lamin B (green) in parental, *TDG* knockdown, and control pLKO.1-infected Mel501 cells. Nuclei were counter-stained with DAPI

To better understand the cell cycle arrest associated with *TDG* knockdown, we used time-lapse videomicroscopy to track the fates of individual Mel501 cells stably expressing histone H2B-green fluorescent protein (GFP) after infection with the pLKO or C8 lentivirus. Cells infected with C8 lentivirus failed to enter mitosis (Fig. 2c). This, along with the cell cycle profile (Fig. 2a, b) and 4,6-diamidino-2-phenylindole (DAPI) staining that confirmed the lack of mitotic cells (Fig. 2d), strongly suggests that the TDG-depleted MEL501 cells are delayed in G2. At later times in the movie, the C8-infected cells exhibited membrane blebbing and pyknotic nuclei, which was followed by cell death (Fig. 2c).

### *TDG* knockdown also induces senescence

To determine whether the morphological changes (large, flat, dendritic process-bearing, multinucleated cells) observed upon *TDG* knockdown reflected senescence, we tested the expression of senescence-associated markers. Senescence-associated β-galactosidase assay (SA-β-gal) revealed positive staining in C8-infected Mel501 and SK28 cells (Fig. 3a). Consistent with this, western blot analysis showed an increase in the cyclin-dependent kinase inhibitor p16^INK4A^ and decreased lamin B1 (Fig. 3b), Rb, and phospho-Rb (Fig. 3c) in C8-infected Mel501 and SK28 melanoma cells, compared with parental and pLKO.1-infected cells. Decreased lamin B1 was confirmed by immunofluorescence (Fig. 2d).

**Fig. 3:**
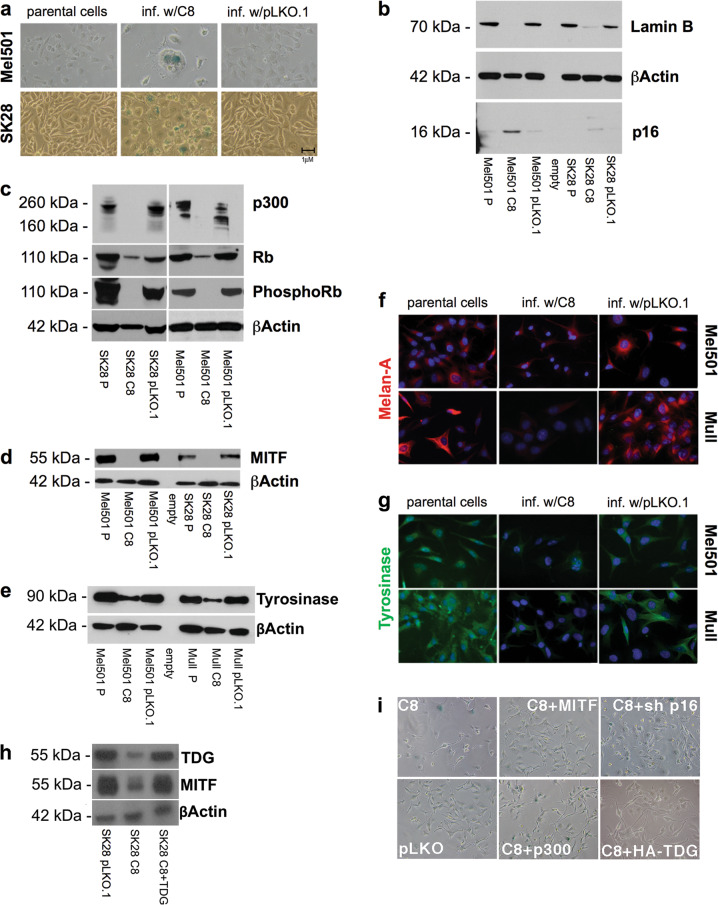
*TDG* knockdown induces senescence in melanoma. **a** Senescence-associated β-galactosidase activity assayed on day 3 postinfection in parental, C8-infected (*TDG* knockdown), and control pLKO.1-infected SK28 cells. SA-β-gal-positive cells are stained in blue. **b**–**d** Western blot showing the levels of lamin B, Rb, phospoRb, MITF, p300, and p16^INK4A^ in parental, C8-infected, and pLKO.1-infected Mel 501 and SK28 cells 3 days after infection. Lysates are from cells infected at the same time and conditions of those assayed by SA-β-gal staining. All the experiments were performed in duplicate and β-actin was used as a loading control. **e** Western blot detection of Tyrosinase in parental, *TDG* knockdown, and control pLKO.1-infected Mel501 and Mull cells. **f, g** Immunofluorescence detection of Melan-A/MART1 (upper panel, red) and Tyrosinase (lower panel, green) in parental, *TDG* knockdown, and control pLKO.1-infected Mel501 and Mull cell lines. Nuclei were counterstained with DAPI. Expression of shRNA-resistant TDG cDNA in C8-infected MEL501 cells rescues MITF levels (**h**) and morphological changes (**i**). Overexpression of MITF and p300 and p16^INK4^ knockdown suppress the morphological changes and proliferation arrest induced by *TDG* knockdown (**i**)

TDG binds to and affects the activity of p300, a transcriptional coactivator that can acetylate each of the core histones as well as non-histone proteins such as p53, Rb, and E2F and is involved in cellular proliferation, differentiation, and apoptosis [2, 20, 21]. Reduction of p300 levels is known to induce senescence [22]. After *TDG* knockdown, p300 levels are low to undetectable (Fig. 3c) (As pLKO.1 vector-infected cells exhibit subtle changes in Rb and p300 expression in comparison to parental cells, it is possible that the lentiviral infection per se causes some changes; however, the difference in cellular and molecular phenotypes between pLKO.1- and C8-infected cells is very dramatic.).

To obtain further insight into the mechanism of senescence, we tested the expression of MITF, a master regulator of melanocyte development and a melanoma oncogene [23], whose silencing has been shown to induce senescence [24]. MITF expression was dramatically reduced in C8-infected Mel501 and SK28 melanoma cells (Fig. 3d). MITF is also the main transcriptional regulator of melanoma markers Tyrosinase and Melan-A/MART1 [23, 25]. We detected a dramatic abatement of Tyrosinase and Melan-A/MART1 expression upon *TDG* knockdown (Fig. 3e–g). Thus reduced MITF expression after *TDG* knockdown helps explain how these cells undergo senescence. Overexpression of an shRNA-resistant TDG cDNA rescued both MITF expression and morphological changes (Fig. 3h).

We next determined the role of p16^INK4A^, p300, and MITF in *TDG* knockdown-induced senescence. We found that overexpression of MITF and p300 in C8-infected SK28 cells rescues both the proliferation arrest and the morphological changes associated with *TDG* knockdown but not the formation of SA-β-gal-positive cells (Fig. 3i). We also found that co-infection of SK28 cells with shRNA lentiviruses against p16 ^INK4A^ and TDG (C8) rescued the proliferation defect. Thus the senescence induced by *TDG* knockdown was largely (with the exception of SA-β-gal-positivity) suppressed by p16^INK4A^ silencing and MITF and p300 expression (Fig. 3i).

### *TDG* knockdown affects genes involved in cell cycle and senescence

The above results show that *TDG* knockdown causes cell cycle arrest, senescence, and cell death. 

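SK28 is the human melanoma cell line SK-MEL-28. The cells were infected with a lentivirus that expresses the C8 hairpin against *TDG* (shTDG) or with the control pLKO.1 lentivirus (shControl) and were selected in 0.5 μg/mL puromycin for 3 to 5 days. RNA was prepared on day 5 after infection from 3 biological replicates per group. Complementary DNA was amplified from 6 ng of total RNA, and the libraries were made from 100 ng of this cDNA with 8 PCR cycles. The authors mapped the reads, kept those with a single alignment and deposited the raw count of reads for each of 32553 genes. Total counts ranged from 12378395 to 18571341 per library and averaged 1.37e+07 in shTDG and 1.61e+07 in shControl (exact permutation test, two-sided p = 0.4, where the smallest p that 3 libraries against 3 allow is 0.1). The 15903 genes with enough counts for a test were normalized by TMM and compared with edgeR's quasi-likelihood test, and p values were adjusted by the Benjamini and Hochberg method. Levels are given as CPM, the counts scaled to library size after this normalization. Reads amplified by PCR without molecular identifiers are not independent molecules, so the tests of single genes used the spread between libraries and not the counting error alone.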

Given the role of TDG in transcription [2], to gain insight into the changes in gene expression associated with *TDG* knockdown, we compared the transcriptomes between control and C8-infected SK28 cells 5 days after infection by RNA-seq. 

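*TDG* (ENSG00000139372) lies on chromosome 12 of GRCh37 from 104359600 to 104382652. It had 374, 349 and 275 counts in shControl replicates 1 to 3 and 135, 168 and 198 counts in shTDG replicates 1 to 3. Its level was 21.2 ± 0.892 CPM in shControl and 12.0 ± 1.87 CPM in shTDG (SD, n = 3 each), which is 56.5% of the control level. The log2 fold change was −0.82 (standard error 0.22, adjusted p = 0.0320 from edgeR), with every shTDG library below every shControl library. Without shControl replicate 1 the adjusted p of *TDG* was 0.115, without shControl replicate 2 it was 0.119, and without shTDG replicates 1 or 2 it was 0.0707 or 0.0716. At the paper's thresholds, an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction, 1097 genes were lower and 1023 were higher in shTDG. At any fold change, 1431 genes were lower and 1356 were higher. These counts depended on the control libraries. At the paper's thresholds, 428 genes were lower and 295 were higher without shControl replicate 1, and 332 were lower and 234 were higher without shControl replicate 2. Of the genes in the paper's supplementary lists, 1142 downregulated and 927 upregulated genes were among those tested. Of these, 1056 and 889 were called in the same direction and 0 in the opposite direction.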

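The smallest p values belonged to *LAMP1* (ENSG00000185896), *GM2A* (ENSG00000196743) and *COL6A5* (ENSG00000172752). *LAMP1*, which encodes a lysosomal membrane protein, fell from 303 ± 22.4 to 30.7 ± 6.72 CPM (SD, n = 3 each), with a log2 fold change of −3.30 (standard error 0.25, adjusted p = 0.000406 from edgeR). *GM2A*, which encodes the GM2 ganglioside activator, had a log2 fold change of −3.15 (standard error 0.23, adjusted p = 0.000406 from edgeR). *COL6A5*, which encodes a collagen chain, rose from 6.29 ± 0.380 to 59.5 ± 5.44 CPM (SD, n = 3 each), with a log2 fold change of 3.24 (standard error 0.22, adjusted p = 0.000406 from edgeR). *HMGA2*, which encodes an architectural chromatin protein, had a log2 fold change of 2.33 (standard error 0.21, adjusted p = 0.00105 from edgeR). These 4 genes kept their calls when any library was left out. The deepest fall among genes of at least 5 CPM was that of the linker histone gene *H1FX*, with a log2 fold change of −4.88 (standard error 0.57, adjusted p = 0.00233 from edgeR). Its exons overlap the antisense gene *H1FX-AS1*, and the files do not state whether the counting used strand.

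**Figure D1:**
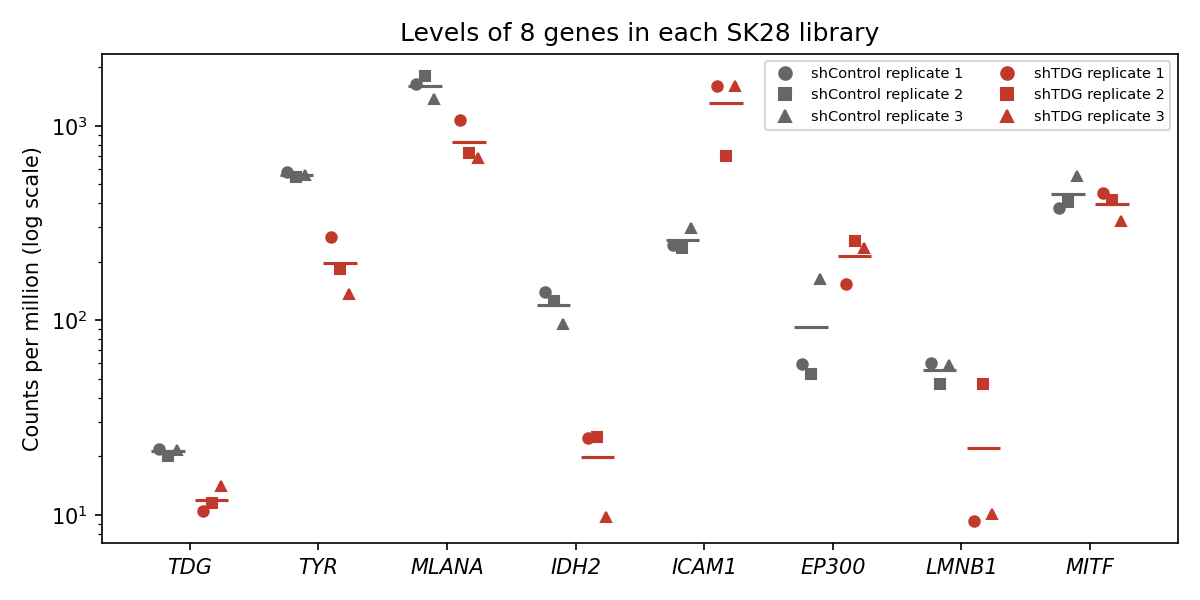
CPM (log scale) of 8 genes in the 3 shControl and 3 shTDG libraries. Points are libraries, with a marker for each replicate number, and lines are group means. *TDG* lies at 12.0 CPM on average in shTDG and 21.2 CPM in shControl, and *LMNB1* in shTDG replicate 2 (46.9 CPM) lies beside the control libraries.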

Using a log2 fold change and adjusted *p* value, *TDG* knockdown had an important effect on gene expression with more than 1100 significantly downregulated and 1000 upregulated genes (see Supplemental Dataset).

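The Hallmark gene sets were not at hand, so lists of genes were written by hand. Of 54 genes of DNA replication and nucleotide synthesis, which are E2F targets, 29 were lower in shTDG, 0 were higher and 25 did not pass the test (40 lower when adjusted over the list alone). Their median log2 fold change was −1.03. The camera set test, which compares a list with all other genes, gave an adjusted p of 2.48e-14 over 36 lists with a preset correlation of 0.01 between genes. With a correlation estimated from the libraries, none of the 36 lists passed, and the smallest adjusted p was 0.556, the value of the replication, G1–S and repair lists. Of 38 regulators of the G1–S transition and other E2F targets, 11 were lower and 0 were higher (17 lower when adjusted over the list alone; camera adjusted p = 1.41e-06). Of 35 genes of homologous recombination, the Fanconi anaemia pathway and mismatch repair, 15 were lower and 0 were higher (15 lower when adjusted over the list alone; camera adjusted p = 1.11e-06). *DSCC1*, whose product loads the replication clamp, fell from 20.5 ± 1.46 to 4.36 ± 1.74 CPM (SD, n = 3 each), with a log2 fold change of −2.23 (standard error 0.30, adjusted p = 0.00320 from edgeR). *GINS2*, a subunit gene of the replicative helicase, had a log2 fold change of −2.29 (standard error 0.42, adjusted p = 0.00839 from edgeR). *E2F1* had a log2 fold change of −1.70 (standard error 0.41, adjusted p = 0.0214 from edgeR), a call that was lost without shControl replicates 1 or 2. Without shControl replicate 2, 7 genes of the replication list were lower, and without shControl replicate 1, 12 were lower. The median log2 fold change of the list was −1.01 and −1.05 in these fits. The G1–S list had 1 lower gene without shControl replicate 1, 0 without shControl replicate 2 and 21 without shTDG replicate 2. Its medians were −0.73, −0.84 and −1.11 in these fits, against −0.85 with all libraries. The repair list had 2 lower genes without shControl replicates 1 or 2, where its median was −0.83 or −0.82, against −0.76 with all libraries.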

Gene set enrichment analysis (GSEA) revealed marked downregulation of E2F target genes involved in cell cycle progression and DNA replication and repair in C8-infected SK28 cells compared with control pLKO.1-infected cells (enrichment score (ES) = −0.61, familywise error rate *p* value >0.01; Fig. 4a). Similarly, genes associated with G2–M checkpoint are also diminished (Fig. 4b); the potent downregulation of these genes reflects the arrested cell cycle of *TDG* knockdown cells and their entry into senescence [26]. 

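Of 70 genes of the G2–M transition and mitosis, 19 were lower in shTDG, 0 were higher and 51 did not pass the test (23 lower when adjusted over the list alone). The median log2 fold change was −1.23 (camera adjusted p = 5.28e-13; 0.556 with an estimated correlation). The shTDG libraries differed from each other. Relative to the shControl mean, the median log2 level of the list was −2.50 in shTDG replicate 1, −0.19 in shTDG replicate 2 and −1.87 in shTDG replicate 3. The shControl libraries lay between −0.16 and 0.23. Without shTDG replicate 2, 53 of the 70 genes were lower and the median log2 fold change was −2.16. Without shTDG replicate 1, 7 genes were lower. Without shControl replicates 1 or 2, 0 genes of the list passed, although the median log2 fold change was −1.03 or −1.35 there. *MAD2L1*, a spindle checkpoint gene, was at 51.2 ± 10.7 CPM in shControl and 13.9 ± 9.14 CPM in shTDG (SD, n = 3 each), with a log2 fold change of −1.88 (standard error 0.41, adjusted p = 0.0147 from edgeR). Its call was lost without shControl replicates 1 or 2. *CDK1* was at 13.2, 40.9 and 10.8 CPM in shTDG replicates 1 to 3 and at 60.1 to 79.9 CPM in the shControl libraries.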

Knockdown of TDG also led to altered metabolic status with reduced expression of genes involved in oxidative phosphorylation (Fig. 4c); the critical role of oxidative phosphorylation in promoting melanoma growth has been recently highlighted by elucidation of the role of SAMMSON [27, 28].

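Of 77 nuclear genes for subunits of the respiratory chain and ATP synthase, 15 were lower in shTDG, 1 was higher and 61 did not pass the test (17 lower when adjusted over the list alone). Their median log2 fold change was −0.61, and 73 of the 77 fold changes were negative (camera adjusted p = 6.16e-08; 0.652 with an estimated correlation). The groups overlapped, since the list's median log2 level relative to the shControl mean was −0.49 in shControl replicate 3 and −0.22 in shTDG replicate 1. Without shControl replicates 1 or 2, 1 gene of the list was lower, and without shControl replicate 3, 33 were lower. The list's median log2 fold change was −0.43, −0.57 and −0.83 without shControl replicates 1, 2 and 3. *NDUFS6*, a gene of complex I, fell from 65.1 ± 16.4 to 22.8 ± 5.50 CPM (SD, n = 3 each), with a log2 fold change of −1.51 (standard error 0.28, adjusted p = 0.00822 from edgeR). Of the 13 respiratory chain genes of mitochondrial DNA, 5 were lower and 0 were higher (6 lower when adjusted over the list alone), with a median log2 fold change of −0.69 (camera adjusted p = 0.0208; 0.681 with an estimated correlation and 0.11 without shTDG replicate 1). This count was 1 in the fits without shControl replicates 1 or 2. *MT-CO2* had a log2 fold change of −1.81 (standard error 0.35, adjusted p = 0.0101 from edgeR). The protein-coding mitochondrial genes took 6.76 ± 1.58% of the counts in shControl and 4.20 ± 0.749% in shTDG (SD, n = 3 each; exact permutation test, two-sided p = 0.1, the smallest p possible). The share was 4.96% in shControl replicate 3 and 4.80% in shTDG replicate 3. The Spearman correlation over genes of a library's log2 level, relative to the mean of the 6 libraries, with transcript length was 0.21 in shControl replicate 3, −0.36 and −0.34 in shControl replicates 1 and 2, and −0.11, 0.26 and 0.27 in shTDG replicates 1 to 3. *SAMMSON* (ENSG00000240405) was at 2.14 to 4.22 CPM in shControl and 4.08 to 5.24 CPM in shTDG, with a log2 fold change of 0.62 (standard error 0.35, adjusted p = 0.224 from edgeR).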

**Fig. 4:**
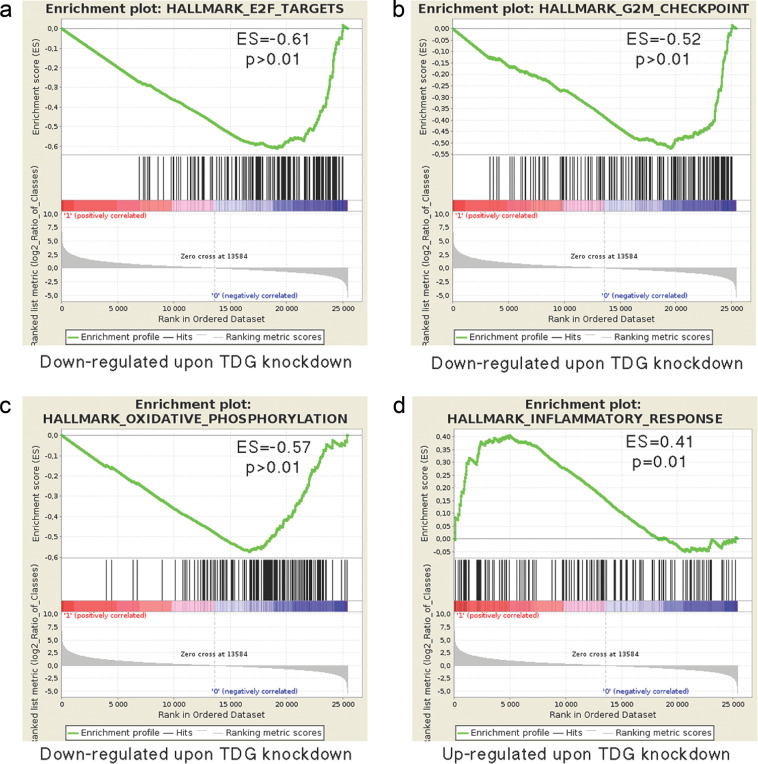
*TDG* knockdown affects genes involved in cell cycle regulation, oxidative phosphorylation, and senescence-associated secretory phenotype (SASP). **a**–**d** Gene set enrichment analysis (GSEA) of differentially expressed gene sets in C8-infected (*TDG* knockdown) and control pLKO.1-infected SK28 cells. The most significant categories in the upregulated and downregulated gene sets are shown

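Of 33 NFκB feedback and target genes, 22 had enough counts for a test. Of these, 3 were higher in shTDG, 1 was lower and 18 did not pass (3 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.04 and a camera adjusted p of 0.994. This became 1 higher and 0 lower without shControl replicates 1 or 2, and 2 higher and 3 lower without shTDG replicate 3. Of 34 other inflammatory response genes tested, 7 were higher and 2 were lower (8 and 2 when adjusted over the list alone), with a median log2 fold change of 0.08 and a camera adjusted p of 0.347. In the fits without shControl replicates 1 or 2, 2 were higher and 0 were lower. In a preranked enrichment analysis of the fold changes, closer to the paper's GSEA, the enrichment score of this list was 0.497 (adjusted p = 0.0191). That of the NFκB list was 0.351 (adjusted p = 0.483). Immediate early and stress-response genes formed a separate list, with a score of 0.489 (adjusted p = 0.0218). Among factors of the SASP, 3 of 14 interleukins, chemokines and other inflammatory factors were higher and 1 was lower (camera adjusted p = 0.994). Only 1 was higher without shControl replicates 1 or 2, and 2 were higher and 3 lower without shTDG replicate 3. Of 11 genes for proteases, their inhibitors and the urokinase receptor, 2 were higher and 0 were lower. Their median log2 fold change was 0.50, with a camera adjusted p of 0.0341. This was 0.556 with an estimated correlation, 0.144 without shTDG replicate 1, 0.0521 without shTDG replicate 3 and 0.0669 without shControl replicate 3. In the fits without shControl replicates 1 or 2, 0 of the 11 genes were higher. Of 22 growth factors, their binding proteins and matrix proteins, 3 were higher and 3 were lower (camera adjusted p = 0.994). These were 1 and 1 without shControl replicate 1, 1 and 2 without shControl replicate 2, and 5 and 4 without shTDG replicate 1. *ICAM1*, which encodes an adhesion molecule, rose from 259 ± 33.5 to 1304 ± 524 CPM (SD, n = 3 each), with a log2 fold change of 2.33 (standard error 0.34, adjusted p = 0.00382 from edgeR). The urokinase receptor gene *PLAUR* had a log2 fold change of 1.69 (standard error 0.35, adjusted p = 0.0124 from edgeR), and the chemokine gene *CCL3* one of 2.61 (standard error 0.60, adjusted p = 0.0181 from edgeR). Both calls were lost without shControl replicates 1 or 2. *IGFBP3*, which encodes a binding protein for insulin-like growth factors, fell from 104 ± 10.6 to 17.1 ± 7.58 CPM (SD, n = 3 each), with a log2 fold change of −2.60 (standard error 0.35, adjusted p = 0.00286 from edgeR).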

GSEA also revealed upregulation of gene sets designated by the terms “TNFα signaling via NFκB” or “Inflammatory response” (ES, 0.41, *p* value 0.01; Fig. 4d); gene ontology (GO) analysis indicates that many of the genes upregulated in this group encode immune regulators and secreted cytokines and proteases that are known to be part of the senescence-associated secretory phenotype (SASP) [29–31]. The heatmaps that compare expression levels for individual genes in each of the four GSEA categories are shown in Suppl. Figure 5.

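The median level of each list in each library shows how the replicates compare. The 54 replication genes had medians of −1.31, −0.65 and −1.22 in shTDG replicates 1 to 3, relative to the shControl mean on the log2 scale, and every shTDG library lay below every shControl library. The 78 cytosolic ribosomal protein genes had medians of 0.02, −0.66 and −0.74 in shTDG replicates 1 to 3 and of 0.23, 0.25 and −0.47 in shControl replicates 1 to 3. The NFκB list had medians of −0.03, −0.27 and 0.38 in the shTDG libraries, on both sides of the controls.

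**Figure D2:**
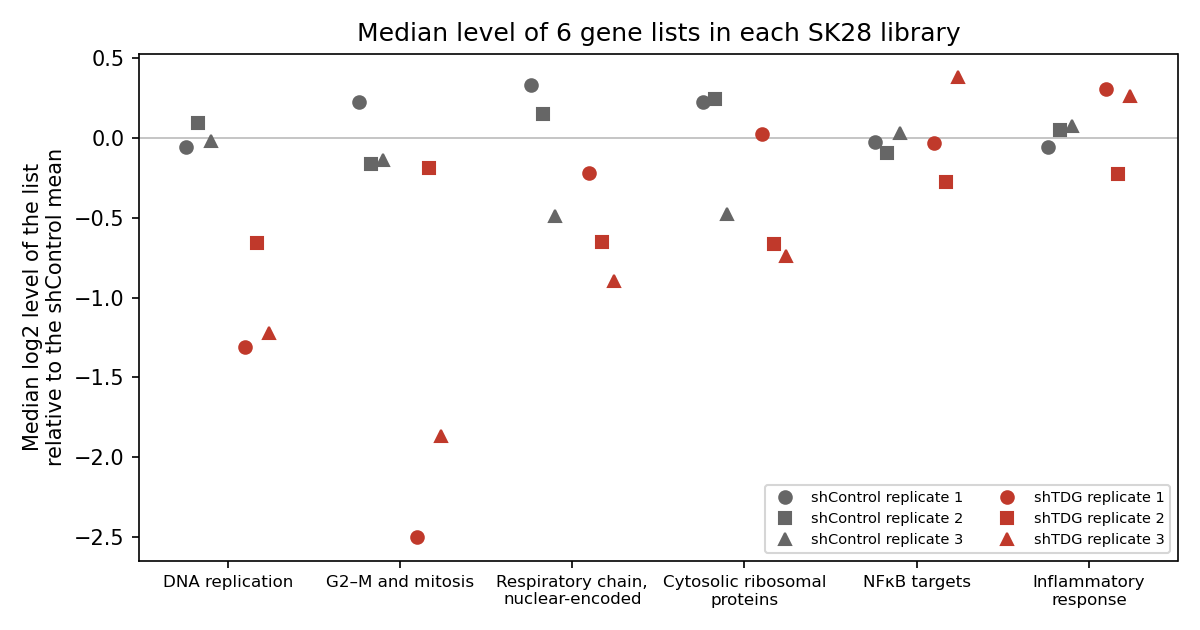
Median log2 level, relative to the shControl mean, of 6 gene lists in the 3 shControl and 3 shTDG libraries, with a marker for each replicate number. The replication list separates the groups, the G2–M list lies at −0.19 in shTDG replicate 2, and the respiratory chain list overlaps between the groups.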

Thus *TDG* knockdown SK28 melanoma cells undergo senescence by repression of cell cycle progression genes and expression of SASP genes.

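The paper states how the cells undergo senescence, which it had shown earlier by SA-β-gal activity, p16 INK4A, lamin B1, Rb and phospho-Rb. Low p300 and MITF were also reported there, with rescue of the proliferation arrest by overexpressed MITF and p300 or by p16 INK4A knockdown. The SA-β-gal staining was not rescued. It takes the lower expression of E2F target and G2–M genes as a reflection of the arrested cell cycle and of entry into senescence, and the upregulated genes for immune regulators, secreted cytokines and proteases as part of the SASP (Fig. 4). It names these changes together as the way in which the *TDG* knockdown cells become senescent.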

### *TDG* knockdown alters the epigenome by increasing DNA methylation

Given the role of TDG in DNA demethylation, we began to investigate whether *TDG* knockdown alters the epigenome of melanoma cell lines. DNA methylation analysis (by digital restriction enzyme analysis of methylation (DREAM)) [32] of SK28 and MEL501 melanoma cells infected with TDG shRNA or control lentiviral vector revealed that, upon *TDG* knockdown, their methylomes were dramatically altered, as evidenced by the 6–7% increase in hypermethylated CpG sites and marginal increase in hypomethylated CpG sites (Fig. 5a, b). A GO analysis of genes mapping next to differentially methylated (hypo/hypermethylated) CpG sites in SK28 and MEL501 cells showed the involvement of pathways of transcriptional regulation, development, proliferation, and differentiation (Fig. 5c, d). Thus, in keeping with its role in DNA demethylation, *TDG* knockdown alters the epigenome by increasing DNA methylation.

**Fig. 5:**
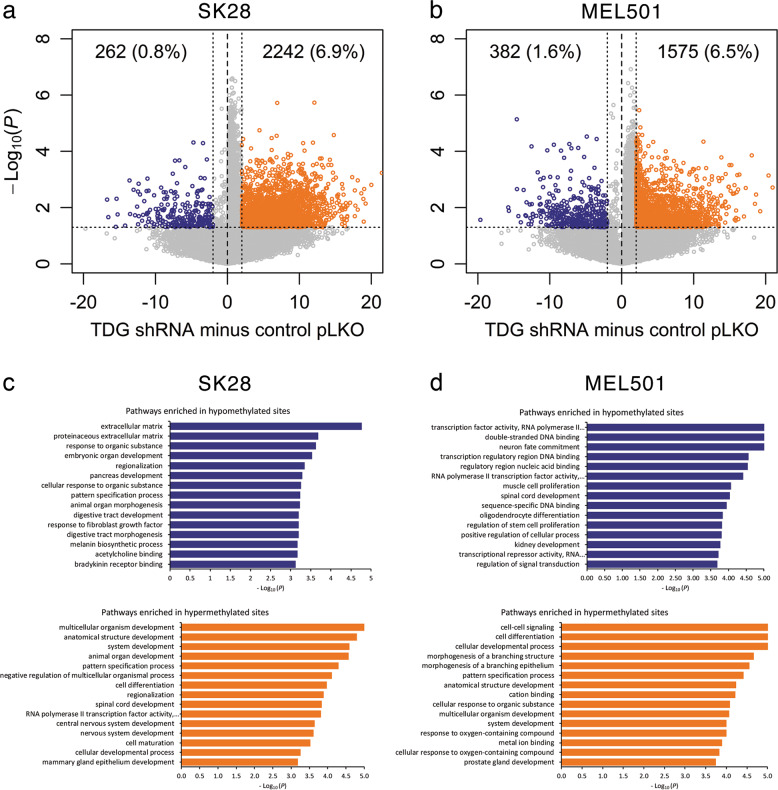
*TDG* knockdown affects the epigenome. Volcano plots show CpG sites differentially methylated by *TDG* knockdown in SK28 (**a**) and MEL501 (**b**) melanoma cells; blue and orange dots show hypomethylated and hypermethylated sites, respectively. The percentage of CpG sites undergoing changes in methylation upon *TDG* knockdown is indicated. Pathway analysis of genes mapping next to hypomethylated and hypermethylated CpG sites in SK28 (**c**) and MEL501 (**d**) cells. *x* axis: –log_10_(*p*)

### *TDG* knockdown reduces tumor growth in vivo

To investigate whether *TDG* knockdown affected tumor formation in vivo, parental, C8-, and pLKO.1-infected SK28 cells were evaluated for tumor formation in NGS mice by injecting them subcutaneously into the flanks of six mice for each study arm. Tumors from *TDG* knockdown SK28 xenografts grew significantly smaller than tumors from control SK28 xenografts (Fig. 6a), and at the end of the study, the average tumor weight of *TDG* knockdown xenografts was approximately half of control pLKO.1 or parental xenografts (*p* < 0.00006 and *p* < 0.0009, respectively) (Fig. 6b). Similar results were obtained with the Mull cell line (*p* < 0.000015; Fig. 6c, d). Thus *TDG* knockdown reduces the ability of melanoma cells to form tumors in xenotransplant assay.

**Fig. 6:**
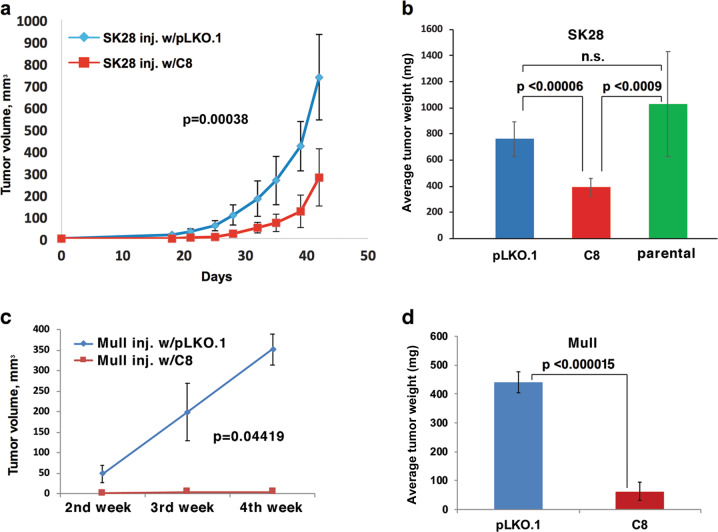
*TDG* knockdown inhibits the tumorigenic potential of SK28 and Mull melanoma cells. **a** Tumor growth curves of xenografts of control pLKO.1 vector-infected or C8-infected (*TDG* knockdown) SK28 cells injected subcutaneously into the flank of NSG mice. Data are presented as average ± standard deviation. **b** Average weight, at the end of the experiment, of tumors from xenografts of parental, control pLKO.1 vector-, and C8-infected SK28 cells. *p* Value was calculated by Fisher’s exact test; n.s. not significant. **c** Tumor growth curves of xenografts of control pLKO.1 vector-infected or C8-infected (*TDG* knockdown) Mull cells injected subcutaneously into the flank of NSG mice. **d** Average weight, at the end of the experiment, of tumors from xenografts of parental, control pLKO.1 vector-, and C8-infected Mull cells

### Lack of toxicity of *TDG* inactivation in non-transformed cells/tissues

These results suggest that *TDG* inactivation may represent a viable anticancer strategy but raise the possibility of toxic effects on non-transformed cells. To test the effect of *TDG* inactivation in non-transformed cells in vitro, we knocked down *TDG* in HEMn-LP (Fig. 7a), a non-transformed melanocytic cell line, and compared their proliferation to that of *TDG* knockdown SK28 cells, over an incubation time of 190 h by xCELLigence real-time cell analyzer. Starting at 55 h, in comparison to matched pLKO-infected cells, *TDG* knockdown significantly decreased the proliferation of SK28 melanoma cells but had a smaller effect on normal melanocytic cells, starting at ~ 80 h, perhaps due to their lower growth rate (Fig. 7b–d; Suppl. Figure 6).

**Fig. 7:**
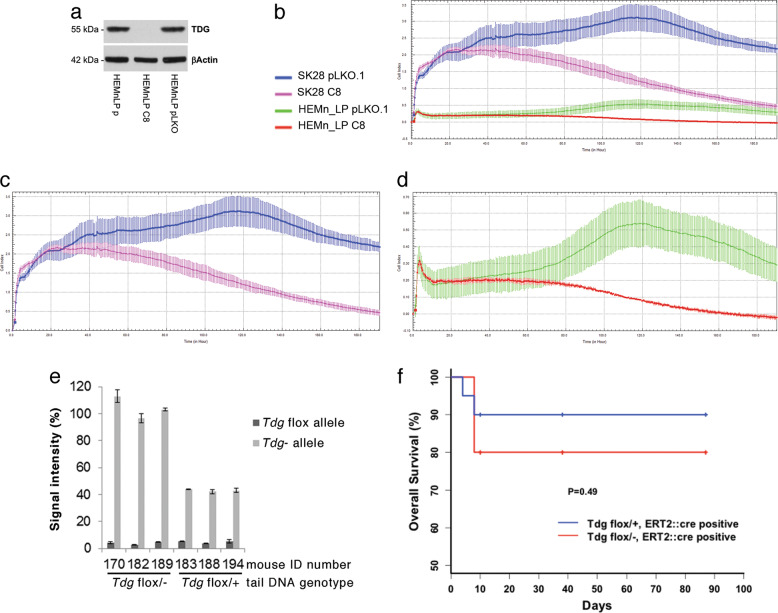
Lack of toxicity of *TDG* inactivation in non-transformed cells and adult mice. **a** Western blot showing effective *TDG* knockdown in C8-infected (*TDG* knockdown) but not in control pLKO.1-infected HEMn-LP normal, non-transformed melanocytes. **b** Cell proliferation analysis over an incubation time of 190 h by xCELLigence real-time cell analyzer in C8- and pLKO.1-infected HEMn-LP melanocytes and SK28 melanoma cells. All the experiments were performed in duplicate and are presented as average ± standard deviation. The same proliferation data are shown for SK28 melanoma cells only (**c**) and HEMn-LP melanocytes only (**d**). **e** Quantitation by qPCR of Cre-mediated recombination of the *Tdg*^flox^ allele and conversion into *Tdg*− allele in the blood from Cre-*ER*^*T2*^ *Tdg*^flox/−^ and Cre-*ER*^*T2*^ *Tdg*^flox/+^ mice. The data are expressed as percentage of signal intensity in comparison to that of the Anf gene. **f** Kaplan–Meier analysis of experimental *Tdg*^flox/−^-Cre-*ER*^*T2*^ mice (*n* = 30) and control *Tdg*^flox/+^-Cre-*ER*^*T2*^ mice (*n* = 15); time zero corresponds to tamoxifen administration. *p* Value is calculated by Fisher’s exact test

To investigate the effects of *TDG* inactivation in normal adult tissues and rule out potential toxic effects in vivo, we generated conditional *Tdg* knockout mice, bypassing embryonic lethality associated with germline *Tdg* inactivation [2, 4]. We used Cre-*ER*^*T2*^ transgenic mice in which tamoxifen-inducible Cre recombinase is driven by the ubiquitous human *UBC* promoter [33]; thus inactivation of the *Tdg*^flox^ allele would be expected in most tissues of the mice. A total of 45 mice were divided into two genotype groups: experimental Cre-*ER*^*T2*^ *Tdg*^flox/−^ and control Cre-*ER*^*T2*^ *Tdg*^flox/+^. After tamoxifen administration by oral gavage, the deletion of *Tdg*^flox^ allele was confirmed by quantitative PCR (qPCR) on DNA extracted from blood (Fig. 7e). Cre-*ER*^*T2*^ *Tdg*^flox/−^ and Cre-*ER*^*T2*^ *Tdg*^flox/+^ mice were aged and monitored for neoplastic lesions or general morbidity over a 3-month period after tamoxifen administration. Early deaths occurred within the first 10 days (Fig. 7f) and could be attributed to non-specific consequence of the tamoxifen gavage; in fact, oral gavage is known to be associated with a 15% mortality, due to esophageal perforation or gastro-esophageal reflux and consequent pneumonia [34, 35]. Upon further aging, no significant differences in survival were observed between the two genotype groups (Fig. 7f). At 3 months after tamoxifen treatment, mice were sacrificed and inspected for the presence of tissue abnormalities or gross phenotypes. No significant macroscopic differences were found between experimental Cre-*ER*^*T2*^ *Tdg*^flox/−^ mice and control Cre-*ER*^*T2*^ *Tdg*^flox/+^ mice. However, in 2/4 Cre-*ER*^*T2*^ *Tdg*^flox/−^ mice for which histopathological analysis was conducted, a histiocytic proliferation was detected in the liver and spleen; histiocytic proliferation was not found in 0/4 Cre-*ER*^*T2*^ *Tdg*^flox/+^ mice that underwent histopathological analysis (Suppl. Figure 7). The significance of these histopathological findings and their relationship to TDG inactivation are unclear, because histiocytosis has been reported to be associated with oral gavage [35].

Thus in vitro and in vivo results indicate that, unlike tumor cells, TDG is dispensable in normal cells and tissues, which rules out significant toxicity in normal cells and tissues due to *TDG* inactivation.

### Identification of candidate TDG inhibitors

The antiproliferative effects of *TDG* knockdown in cancer cells raise the possibility that small molecule inhibitors that catalytically inactivate TDG may be useful for melanoma treatment. To identify inhibitors of TDG glycosylase activity, we employed an in vitro DNA repair molecular beacon assay in which a hairpin-shaped G:U-mismatched oligonucleotide is incubated with highly active preparations of recombinant TDG and recombinant AP endonuclease (APE1), the latter acting as a downstream coupling enzyme. In the folded hairpin substrate, the fluorescence of 5’-conjugated 6-FAM is quenched by a dabsyl “black hole” at the 3’ end [18]. Upon removal of the mismatched U by TDG, and incision of the resulting abasic/AP site by APE1, a short oligonucleotide containing 6-FAM is released away from the quencher. The resulting fluorescence is monitored on a real-time qPCR machine over a 2 h incubation at 37 °C, providing a sensitive and quantitative measurement of repair activity (Suppl. Figure 7a). Because the assay is bi-enzymatic, we first established the dose dependence of both APE1 and TDG in 384-well format (Suppl. Figure 7b-c).

After optimizing the assay for 384-well format (*Z*’ score 0.6) [36], we screened the ICCB bioactive library (~500 compounds) and the Johns Hopkins Clinical Compound library (~1500 drugs), identifying 18 and 14 candidate inhibitors, respectively (Suppl. Tables 1 and 2; Fig. 8a, b). Subsequently, the TDG assay was successfully miniaturized in the 1536-well format (*Z*’ score 0.6) [36] and a new screen was conducted against the Sigma Aldrich LOPAC^1280^ compound library in a dose–response fashion that allowed us to compare the IC_50_ of compounds, identifying 16 positive hits, which upon elimination of promiscuous hits and DNA binders were reduced to 9 compounds (Suppl. Table 3). One of these compounds is aurothioglucose, a glucose derivative used for rheumatoid arthritis that had also been identified in the 384-well format screening. Some of these compounds, including closantel, juglone, and cefixime, were confirmed as TDG inhibitors in a standard, radioactive DNA glycosylase assay (Fig. 8c, d).

**Fig. 8:**
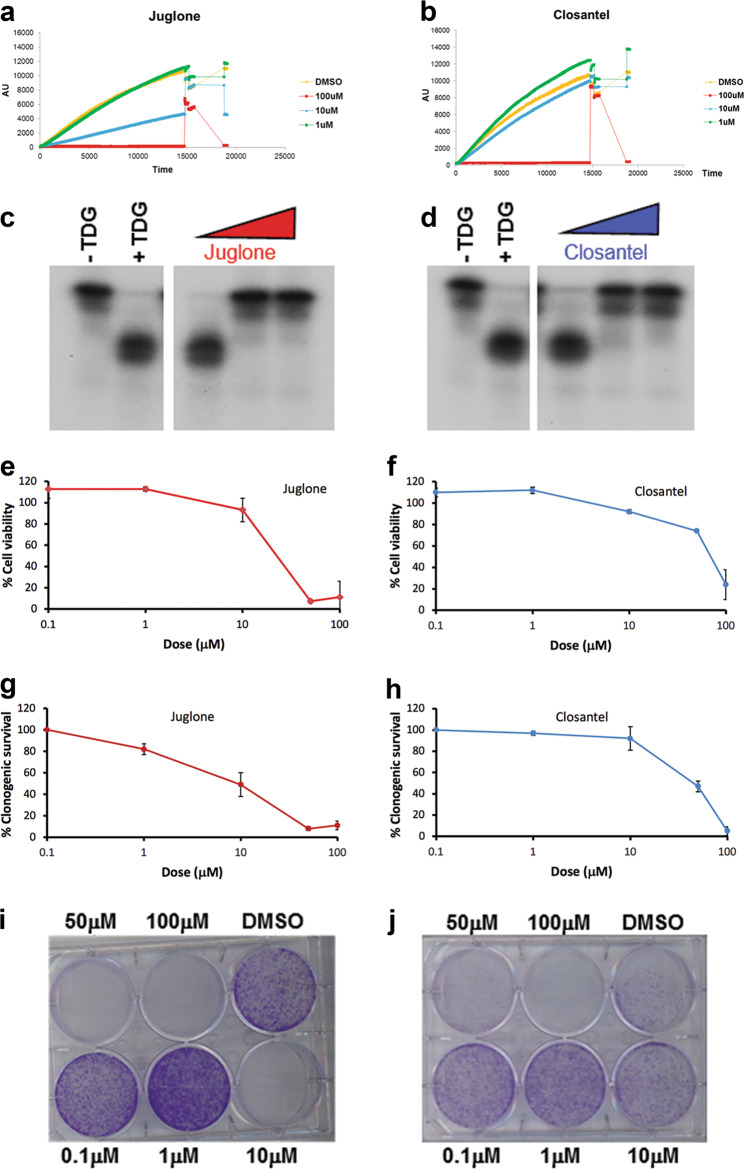

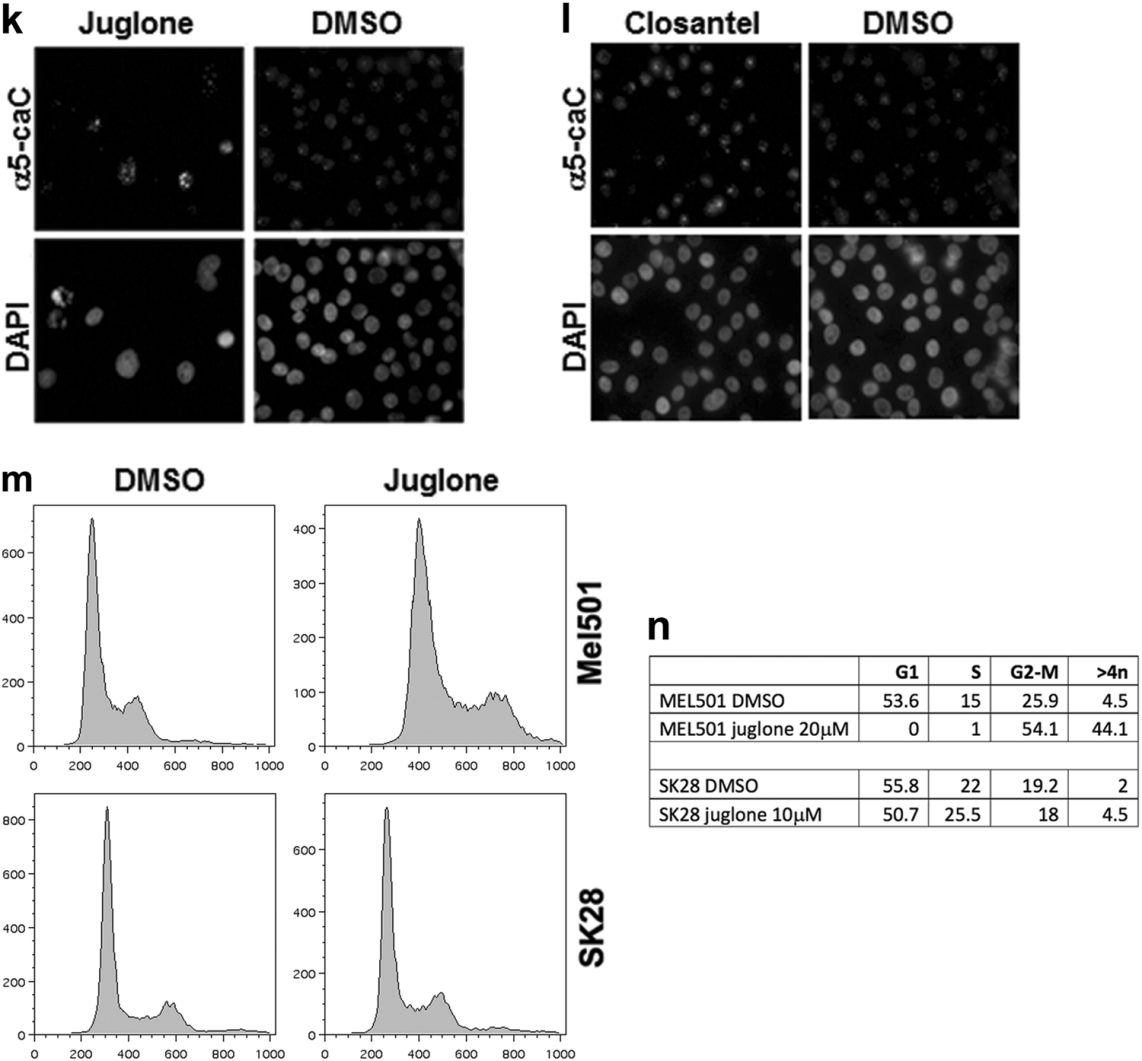
TDG inhibitors decrease clonogenic capacity and cell viability in melanoma cells. **a**, **b** Molecular beacon DNA repair assay showing dose-dependent inhibition of TDG glycosylase activity by juglone and closantel, respectively; fluorescence is in arbitrary units (AU); time is in 0.5-s intervals. **c**, **d** Conventional TDG glycosylase assays, in which G:T mismatch-bearing double-stranded oligonucleotide substrates and ^32^P-labeled at the 3′ end on the mismatched T-containing strand were treated with purified recombinant TDG protein at 37 °C; the reactions were then treated with 100 mM NaOH at 90 °C for 30’ in order to cleave the sugar-phosphate backbone at the AP site and the resulting reaction product was separated from the longer substrate by PAGE. Juglone and closantel were tested at concentrations of 100 nM, 10 μM, and 1 mM. A negative control is included. **e**, **f** Cell viability of SK28 melanoma cells treated with increasing doses of juglone and closantel. **g**, **h** Clonogenic capacity of SK28 melanoma cells treated with different doses of juglone and closantel or DMSO as a control; **i**, **j** corresponding stained plates. All the experiments were performed in duplicate or triplicate and data, normalized to DMSO, are presented as average ± standard deviation. **k**, **l** Detection by immunofluorescence of 5caC in juglone- and closantel-treated SK28 cells; DMSO was used as a negative control; nuclei were counter-stained with DAPI. **m**, **n**Fluorescence-activated cell sorting (FACS) of propidium iodide-stained Mel501 and SK28 cells, showing that juglone induces cell cycle arrest in G2–M phase and increased S phase/>4*n* cells, respectively

### Candidate TDG inhibitors reduce cell viability and clonogenic capacity in melanoma cells

We next performed MTS [3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4- sulfophenyl)-2H-tetrazolium] and clonogenic assays in juglone- and closantel-treated SK28 cells. After 24 h exposure to each drug, we detected a dose-dependent reduction of cell viability by MTS assays, with IC_50_ of approximately 10 μM for juglone and closantel (Fig. 8e, f). In agreement with the MTS results, we observed a dose-dependent reduction of colony formation in clonogenic assays, with IC_50_ of approximately 10 and 40 μM for juglone and closantel, respectively (Fig. 8g–j). To determine whether these two drugs target TDG at concentrations comparable to their IC_50_, nuclei of juglone- and closantel-treated SK28cells at 10 µM were stained for 5caC: the results showed increased 5caC staining compared to dimethyl sulfoxide (DMSO)-treated cells, confirming TDG inhibition (Fig. 8k, l). In addition, juglone treatment recapitulated the G2–M cell cycle arrest of *TDG* knockdown in MEL501 and increased the percentage of S phase and >4*n* cells in SK28 (Fig. 8m, n). Treatment of normal melanocytic cell line HEMn-LP with juglone and closantel elicited a reduction in viability (Suppl. Fig. 9). Together, these results demonstrate that TDG inhibition can arrest tumor cell growth and eventually induce cell death.

## Discussion

Our studies show that TDG is required for melanoma cell proliferation, survival, and tumor formation. *TDG* knockdown caused a robust cell cycle arrest, cell death, and a senescent phenotype. Gene expression profiling of *TDG* knockdown cells showed upregulation of known melanoma SASP genes, hallmark of senescence, and downregulation of cell cycle factors, such as E2F target genes and DNA replication genes, which may explain the cell cycle arrest.

*TDG* knockdown seems to affect melanoma cells irrespective of *TP53/BRAF/NRAS* mutational status; in fact MEL501, Mull, and SK28 harbor a *BRAF*-V600E mutation, whereas Gerlach cells are *NRAS* mutant, and MNT-1 are wild type for both *BRAF* and *NRAS*. However, the mutational background of a given cell line may determine different responses to *TDG* knockdown; for instance, the S-phase arrest of SK28 cells, as opposed to the G2–M arrest of MEL501 and Mull cells, may be related to the fact that SK28 cells contain a *TP53* mutation (L145R).

In addition to its role in DNA repair and active DNA demethylation, TDG has also been implicated in transcriptional regulation as co-activator of several transcription factors, including histone acetyltransferases p300 and CBP [2]. We recently reported that TDG promotes histone acetylation by p300 and affects p300 selectivity on specific histone H3 lysines (K18 and K23) in melanoma [20]. Interestingly, p300 and CBP acetylate MITF and act as MITF co-activators. Importantly, depletion of p300 and MITF in melanoma cells has been show to induce cell cycle arrest and a senescent phenotype [37–39]. A complex transcriptional network might also regulate the levels of these factors. In fact, MITF binds to the *TDG* promoter [29]. Thus it is possible that *TDG* knockdown causes senescence in melanoma cells by decreasing the levels and activity of p300 and MITF, which in turn may further deplete *TDG* by reducing its transcription. Overexpression of p300 and MITF rescues the proliferation arrest and morphological changes induced by *TDG* knockdown but not the SA-β-gal-positivity, thus confirming the decreased levels of p300 and MITF as a possible mechanism of *TDG* knockdown-induced senescence. Multinucleation, a feature of senescent cells expressing high levels of p16^INK4A^ (ref. [40]), was also seen as an adaptation to p300 silencing [41]. It is possible that the very low levels of Rb and lack of pRb in *TDG* knockdown cells may further enhance multinucleation. The rescue of the proliferation arrest by p16^INK4A^ knockdown indicates that the p16^INK4A^–Rb pathway is also involved in *TDG* knockdown-induced senescence, an issue that merits additional studies in future and that may clarify the relationship among proliferation arrest and multinucleation. The persistence of SA-β-gal-positivity after suppression of *TDG* knockdown-induced senescence by p16^INK4A^ silencing and MITF and p300 expression is interesting. It should be noted that SA-β-gal can be positive in biological conditions other than senescence (reviewed in ref. [42]); alternatively, as hypothesized for phosphoinositide-3 kinase/phosphatase and tensin homolog signaling [42], fine-tuning of TDG expression levels may be necessary to maintain cell proliferation and counteract senescence; therefore, in rescue experiments by transient transfection, cells that express just the appropriate amount of TDG for the desired rescue phenotype may be few.

The appearance of dendritic processes in melanoma cells upon *TDG* knockdown is a distinctive morphological feature that renders them similar to dendritic melanocytes, which are found in Braf^V600E^-induced nevi and stain positive for SA-β-Gal activity [43]. Also, it has been noted that senescent cells may adopt a dendritic shape [44]. Thus dendrites may be a morphological feature of *TDG* knockdown-induced senescence of melanoma cells.

Time-lapse microscopy of Mel501 cells showed that *TDG* knockdown also caused cell death following what is presumably a cell cycle arrest in G2 (as determined by FACS). The precise involvement of TDG in preventing these alterations not only requires additional studies but may also be related to the reduced levels of p300, as depletion of p300, CBP, or P/CAF leads to mitotic catastrophe in human cell lines [41].

We found that *TDG* knockdown alters the epigenome by increasing hypermethylated CpG sites by 6–7%, in keeping with its role in DNA demethylation. It was thought originally that, when cells were treated with the DNA demethylating agents azacitidine or decitabine, genome-wide demethylation would cause significant toxicity. However, it was later found that only select regions of the genome were demethylated by these drugs [45, 46]. Here the same thing, but in a specular way, occurs after TDG inactivation: a small but significant fraction of the genome undergoes hypermethylation, which suggests that TDG inhibitors will not cause non-specific and generalized toxicity through massive genome hypermethylation.

Importantly, *TDG* knockdown strongly suppresses the tumor-forming capabilities of melanoma lines in xenograft assays, suggesting that one or more of TDG activities are critical for tumor induction, maintenance, and/or progression and therefore may potentially represent a novel vulnerability of melanoma.

The miniaturized screening assay that we devised, amenable to high-throughput applications, led to the identification of first-generation TDG inhibitors that reduced viability and clonogenic capacity of melanoma lines. Since these inhibitors have IC_50_ in the low micromolar range and have hit in other screening campaigns, we cannot rule out off-target effects. However, they must inhibit TDG in cellular context, because they increase the normally undetectable levels of 5caC. First-generation TDG inhibitors also reduced viability of normal melanocytes, which may also be a consequence of off-target effects.

While some of these inhibitors are Food and Drug Administration approved, such as aurothioglucose, others are not suitable for human use (juglone, closantel). Our findings nonetheless highlight the utility of our screen in identifying chemicals that can inhibit TDG activity. It is not clear whether the drugs identified could be repurposed or modified by medicinal chemistry, as opposed to looking for more potent and specific hits by screening larger compound libraries. Identification of more potent and specific inhibitors of TDG is probably a better strategy to overcome the cytotoxicity on normal melanocytes (Suppl. Fig. 9). However, the fact that untransformed melanocytes are minimally affected by *TDG* knockdown and only show reduced proliferation starting at 80 h (whereas melanoma cells have marked reduction in cell index starting at 55 h, Fig. 7b–d), and that conditional knockout of *TDG* in adult mice is well tolerated (Fig. 7f), rules out significant toxicity in normal cells/tissues due to specific *TDG* inactivation and indicates that it should be possible to achieve an effective therapeutic window. In fact, evidence so far accumulated suggests that the normal role of TDG may be limited largely to development and that therapeutic targeting may spare adult somatic cells.

Future experiments will address in more detail the specific requirement of TDG for cancer cells, which, based on particular mutations and epigenetic alterations of the individual tumor, should both enable the identification of patients more likely to benefit from a therapy with TDG inhibitors and begin to establish rational basis for combinatorial treatments of TDG inhibitors with existing antimelanoma drugs.

## Materials and methods

### Cell culture

SK28, 888-Mel (from ATCC), Mull, Rosi (from Benoit van den Eynde), Mel501 (from Colin Goding), and MNT-1 (from Graça Raposo) were validated by comparative genomic hybridization and cultured in RPMI-1640 supplemented with 10% fetal bovine serum, 1% penicillin/streptomycin, and 1% L-glutamine. A non-transformed epidermal melanocytic line HEMn-LP (from Raza Zaidi) was cultured in Medium 254 (Invitrogen) supplemented with Human Melanocyte Growth Supplement (Invitrogen).

### Western blot analysis

Western blotting was conducted as previously described [20]. Membranes were incubated with antibodies anti-TDG, anti-lamin B1 (both Abcam), anti-p16^INK4A^ (Santa Cruz Biotechnology), anti-p300 (Calbiochem), anti-Rb, anti-phosphoRb (both Cell Signaling), anti-MITF (Interchim), and anti-β-actin (Sigma).

### ***TDG*** knockdown by lentiviral infection

Two different *TDG* shRNA lentiviral constructs, named C8 (Thermo Scientific Open Bio-Systems) and sh4575 (Sigma-Aldrich), and the empty pLKO.1 lentiviral vector were used in this study. *TDG* knockdown was performed as previously described [2]. Control pLKO.1 and *TDG* shRNA lentivirus-infected melanoma cell lines were selected in puromycin (0.5 μg/mL) for 3–5 days. For the experiments of overexpression of TDG, MITF, and p300, infections were conducted 24 h after transfection of these clones (by Lipofectamine 2000, Thermo Fisher); 4–5 days later, the transfected/infected cells were fixed for SA-β-gal activity (see below). Transfection/infection experiments were repeated four times.

### Cell cycle analysis

Cell cycle analysis was conducted as previously described [47] by collecting both attached cells and cells floating in the medium. Samples were analyzed in biological triplicate with a FACScan (Becton Dickinson) using the FLOW-JO software (Tree Star, Ashland, OR). Cell cycle quantitation was conducted with the Dean/Jett/Fox method, using FLOW-JO.

### Cell viability assay

SK28 cells, seeded in 96-well plates (at 2000–5000 cells/well), were treated with vehicle or drugs at the indicated concentrations for 24, 48, or 72 h. Viability was measured with MTS, using the Cell Titer 96 Assay (Promega). Absorbance was measured in a Synergy HT plate reader (Biotek). All experiments were conducted in triplicate.

### Clonogenic assay

Clonogenic capacity was determined as previously described [47]. Briefly, 24 h after seeding, DMSO (vehicle control) or drugs at the indicated concentrations were added for 24 h. Drugs were removed and replaced with drug-free medium. After 10–14 days, the cells were stained with Clonogenic Dye (4% Crystal Violet powder in 20% EtOH) for 30’. Individual colonies were counted. Each clonogenic assay was tested in triplicate or quadruplicate.

### Cell proliferation

Cell proliferation was measured with the xCELLigence Real-Time Cell Analysis, using modified 16-well E-plates (ACEA Biosciences, Inc., San Diego, CA). SK28 and HEMn-LP cells were seeded at 4 × 10^3^ and 1.5 × 10^4^ cells/well, respectively, and proliferation was monitored in real-time over 81 h. Each condition was tested in duplicate.

### β-Galactosidase activity

SA-β-gal activity was detected at pH 6.0 [48]. Mel501 and SK28 cells, plated into a 6-well plate onto cover slips at 1–1.5 × 10^5^ cells/well, were stained with 40 mM Na_2_HPO_4_, pH 6.0, 150 mM NaCl, 2 mM MgCl_2_, 5 mM K_3_Fe(CN)_6_, 5 mM K_4_Fe(CN)_6_, and 1 mg/mL 5-bromo-4-chloro-3-indolyl β-D-galactopyranoside (X-gal) at 37 °C for 5–7 h in the dark into a non-CO_2_ incubator. Cells were fixed for 5’ at room temperature in 2% formaldehyde/0.2% glutaraldehyde in phosphate-buffered saline (PBS), rinsed in PBS and eventually in ddH_2_O, and then photographed with a phase-contrast microscope.

### Immunofluorescence

Cells were seeded onto acid-washed coverslips and cultured for at least 24 h before fixation and staining. Cells were fixed (4% paraformaldehyde in PBS for 10’), permeabilized for 1–2’ at room temperature with 0.2% Triton X-100 in KB buffer (20 mM Tris-HCl, pH 7.5, 150 mM NaCl, and 1% bovine serum albumin (BSA)), washed in KB, and blocked with 3% BSA in PBS for 1 h. Primary antibodies anti-5caC (Active Motif), anti-tyrosinase, and anti-Melan-A (both from Santa Cruz Biotechnology) were incubated overnight at 4 °C. After washing twice in KB, samples were incubated with Alexa Fluor-conjugated anti-rabbit (Molecular Probes) for 30’. Nuclei were counterstained with DAPI. The nuclear envelope was detected by immunofluorescence staining of lamin B using a mouse monoclonal antibody (Abcam) and following protocol provided by the vendor. Images were taken using a Leica Microsystems TCS-SP8A confocal microscope controlled by the LAS software. Exposure times were optimized for control samples and identical exposure times were used for experimental samples.

### Time-lapse videomicroscopy

Forty-eight hours after lentiviral infection, Mel501 cells stably expressing GFP:histone H2B were seeded into 6-well plates in complete RPMI medium+puromycin, supplemented with HEPES (25 mM), layered with mineral oil (Sigma), and placed into housing chamber at 37 °C. Images were acquired every 15’ for 72 h on Nikon TE300 inverted epi-fluorescent microscope (Nikon Instruments) with Retiga EXi CCD camera (QImaging). Images were compiled into video using the MetaMorph software (Molecular Devices). Cell fates were analyzed frame by frame.

### Xenografts

SK28 cells were resuspended within Matrigel and injected in SCID/NSG female mice (5 × 10^6^ cells/flank). Mice were observed daily and tumor volumes were measured twice a week with digital caliper. Tumor volumes were calculated as: (length × width^2^)/2 (ref. [49]). When xenografts in vehicle-treated mice reached ~1.5 cm diameter, mice were sacrificed. We referred to similar published studies in which six animals per arm are used. Mice were housed in the Fox Chase Cancer Center Laboratory Animal Facility, a fully accredited facility, and all experiments were approved by the Fox Chase Cancer Center Institutional Animal Care and Use Committee.

### Conditional inactivation of *Tdg* in adult mice

For conditional inactivation of *Tdg* in adult mice, we crossed Cre-*ER*^*T2*^ transgenic mice [33] (gift of Eric Brown) with *Tdg*^flox/flox^ conditional knockout mice [50]. All the strains used have a nearly pure C57BL/6 genetic background (at least 10 backcrosses in this background). To inactivate the *Tdg*^flox^ allele, we treated Cre-*ER*^*T2*^ *Tdg*^−/flox^ mice and control Cre-*ER*^*T2*^ *Tdg*^flox/+^ mice with tamoxifen (Sigma T-5648), 20 mg/mL in corn oil (Sigma C-8267), by oral gavage, three times per mouse every other day, using a 1 mL syringe and a 20-G sterile 1.5” curved feeding needle with 2.25 mm ball (Braintree Scientific N-PK 01022). Total administration of tamoxifen was 6 mg per mouse. Tamoxifen treatments were conducted on randomized animals (genotype unknown to the experimenter).

After 3 weeks from the last gavage, *Tdg* genotyping was performed on DNA extracted from blood collected from retro-orbital bleeding by the QIAamp DNA Blood Mini Kit (Qiagen). Experimental Cre-*ER*^*T2*^ *Tdg*^flox/−^ and control Cre-*ER*^*T2*^ *Tdg*^flox/+^ mice with an extensive *Tdg*^flox^ allele deletion, as determined by qPCR, were included in this study, monitored weekly, and sacrificed at the first development of signs of distress or at a maximum of 90 days. A Kaplan–Meier analysis was performed and statistical significance was measured using log-rank test.

### RNA sequencing

RNA (biological triplicates) was prepared with the RNeasy Mini Kit (Qiagen), and quality control was performed on a Bioanalyzer. Messenger-RNA-seq was performed essentially as described [51]. Sequence reads were mapped to reference genome mm9/NCBI37 using Tophat v2.0.10 [52] and the bowtie2 v2.1.0 aligner [53]. Only uniquely aligned reads were retained for further analyses. Data normalization and quantification of gene expression was performed using the DESeq2 Bioconductor package. Significantly deregulated genes were selected using a log2 fold change >1 and <1 and adjusted *p* value cutoff of 0.05. GO analyses were performed using DAVID functional annotation clustering tool (https://david.ncifcrf.gov/summary.jsp). For GSEA, we used the mean of the log2 fold changes of the biological replicates as metric for the H Hallmark gene sets of the BROAD javaGSEA tool with 1000 permutations and the canonical pathway subcollection of the C2-curated BROAD molecular signature gene set collection. Comparisons of interest were performed [54] as implemented in the DESeq2 Bioconductor library (v1.0.18). Resulting *p* values were adjusted for multiple testing by the Benjamini and Hochberg method [55]. Heatmaps were made using the log2 of RPKM values with R package “pheatmap” v1.0.10 using options scale = ‘none’ and cluster_rows = TRUE. For heatmaps of deregulated genes, only the 300 most upregulated or downregulated genes were represented.

### Analysis of DNA methylation by DREAM

DREAM was performed to determine the methylation profile of MEL501 and SK28 melanoma cell lines (biological duplicates). Briefly, genomic DNA spiked with methylation standards was sequentially digested by SmaI and XmaI, which both recognize the sequence CCCGGG. SmaI is methylation sensitive, whereas XmaI is methylation insensitive. Distinct signatures, 5’-GGG at unmethylated sites or 5’-CCGGG at methylated sites, were created by enzyme digestion. 3’ recesses were filled in, and Illumina adaptors were ligated to the ends of restriction fragments. Barcoded library pools were sequenced using Illumina HiSeq2500 instrument. Illumina fastq files were aligned to the human genome (hg19) using Bowtie2 [53]. Uniquely mapped reads were sorted into bam files using SAMtools [56, 57]. We used a Python script to map aligned sequencing reads to target CCCGGG sites in the human genome and enumerate signatures corresponding to methylated (starting with CCGGG) and unmethylated (starting with GGG) CpG for each target site. We calculated methylation levels at each SmaI/XmaI site based on the percentage of methylated signatures. Background-corrected GO analyses were performed using ConsensusPathDB (http://cpdb.molgen.mpg.de).

### Screening assay

TDG/APE1 activity was measured using a G:U-mismatched DNA repair molecular beacon in which the substrate adopts a hairpin structure, with quenching upon folding and fluorescence release upon base removal/cleavage at the lesion site [18]. The substrate (Biosearch Technologies, Novato, CA) was: 5’dT(FAM)-CCACT-d-Uridine-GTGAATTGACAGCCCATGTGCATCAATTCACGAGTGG-T(Dabsyl)3’, where FAM and Dabsyl are conjugated to the thymine C5 carbon, to avoid degradation of the fluorophores by the exonuclease of APE1 [58]. The substrate was allowed to fold by heating at 94 °C for 3’ and cooling to 4 °C at 0.1 °C/s at 100 µM in 4× BER buffer (1×: Hepes-KOH 25 mM, KCl 150 mM, Glycerol 1%, DTT 0.5 mM). Recombinant APE1 (NEB) and recombinant TDG [2] were diluted to 0.5 and 0.25 µM respectively in 40 mM Hepes-KOH, 100 mM NaCl, and 10% glycerol. Substrate and enzymes were mixed and dispensed in 384-well plates (10 µL/well) to final concentrations of 280 nM (substrate), 30 nM (TDG), and 60 nM (APE1) in 1× BER buffer supplemented with MgCl_2_ (1.2 mM), DTT (10 mM), and BSA (0.5 mg/mL, NEB). The ICCB Known Bioactives Library (Enzo Life Sciences) and the Johns Hopkins Clinical Compound Library [59] were screened. Compounds varied in concentration from 0.1 mM to 10 mM. Compounds dissolved in DMSO were added to wells of 384-well plates by pin-tool transfer on a CyBi-Well Vario (Analytik Jena AG, Jena, Germany) equipped with a 25 nL pin-tool (V and P Scientific). The reaction was initiated by bringing the plate to 37 °C in a real-time PCR machine (Applied Biosystems 7900 HT). FAM fluorescence was recorded for 2 h at 0.5-s intervals.

### Assay miniaturization in 1536-well format

To utilize fully automated robotic platforms for dose–response screening, the previous assay was miniaturized into 1536-well format by not only miniaturizing the reaction volume (4 µL) but also by optimizing enzyme concentrations. Briefly, 3 µL of reagents (buffer as negative control and 100 nM of TDG and 3 nM of APE1) were dispensed by Flying Reagent Dispenser™ (Beckman Coulter Inc.) into 1536-well plates. Compounds were delivered as 23 nL in DMSO via pin-tool transfer; vehicle-only control consisted of 23 nL DMSO. The plate was incubated for 15’ at room temperature, and then 1 µL of folded hairpin substrate (100 nM) was added to start the reaction. The plate was immediately transferred into ViewLux reader to measure fluorescence signal at 0 and 3 h. IC_50_ values were calculated from dose–response curve fits using the fluorescence intensity change, relating it to uninhibited and no-enzyme controls, respectively. The assay was used to screen the LOPAC^1280^ library of bioactive compounds (Sigma-Aldrich).

### DNA glycosylase assay

DNA glycosylase assays were conducted as previously described [2, 60] on a G:U mismatched substrate obtained by annealing the oligonucleotides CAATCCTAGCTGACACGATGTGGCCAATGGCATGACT and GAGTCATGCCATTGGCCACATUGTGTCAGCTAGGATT [61], in which the latter was radiolabeled at the 5′ end with T4 polynucleotide kinase (New England Biolabs) and γ-^32^P-ATP (NEN Dupont). The reactions, containing vehicle or candidate inhibitors at increasing concentrations, were incubated at 37 °C for 30’ and then treated with NaOH at 90 °C for 30’ to cleave the abasic site. Substrate and product bands were separated by 8.3 M urea/25% polyacrylamide gel electrophoresis and exposed to autoradiography.

### Bioinformatics analysis

Oncomine 4.5 database (http://www.oncomine.org) was used to investigate the expression of *TDG* in normal skin, nevi, and cutaneous melanoma samples in the Talantov melanoma dataset. The Human Protein Atlas pathology database (http://www.proteinatlas.org) was used to assess TDG protein expression in human melanoma and to investigate the correlation between *TDG* mRNA expression level and patient survival by Kaplan–Meier analysis.

## Supplementary information

Supplementary Figure Legends_clean

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Supplementary Figure 8

Supplementary Figure 9

Supplementary Tables 1-2-3

Supplementary Dataset RNA seq

## Data Availability

The datasets generated during and/or analysed during the current study have been submitted to the GEO repository at accession numbers GSE123681 and GSE123928.

# Supplementary material for: Thymine DNA glycosylase as a novel target for melanoma
**Source:** Oncogene. 2019 Jan 23;38(19):3710–28. doi: 10.1038/s41388-018-0640-2
**Supplement:** Supplementary file 1 — Supplementary Figure Legends_clean

**SUPPLEMENTAL FIGURE LEGENDS**

**Supplementary Figure 1**

(a) Kaplan-Meier plots showing the correlation between TDG mRNA expression level and patient survival. Patients were divided based on TDG expression level into two groups indicated as "low" or "high". Log-rank P value and 3-year survival for patients with high and low *TDG* expression are shown (from Protein Atlas Database). (b) Correlation between *TDG* and *TET1-3* mRNA expression levels in TCGA-SKCM.

**Supplementary Figure 2**

(a) Western blotting showing TDG expression in a panel of tumorigenic (blue) and non-tumorigenic (red) human melanoma cell lines. (b) Western blotting showing that TDG is expressed in normal human melanocytes HEMn-LP and HEMn-MP at levels similar to human melanoma cell lines. (c) TDG mRNA expression (normalized probe intensity) in a panel of tumorigenic (blue) and non-tumorigenic (red) human melanoma cell lines; expression in normal human melanocytes (white) is also shown.

**Supplementary Figure 3**

Percentage of cells showing one or more nuclei in parental, C8-infected (*TDG* knockdown) and control pLKO.1-infected Mel501 and Mull cells.

**Supplementary Figure 4**

(a) Phase-contrast images of parental, *TDG* knockdown (C8) and control pLKO.1-infected Rosi and MNT-1 melanoma cells. (b) Western blot showing effective *TDG* knockdown in sh4575 lentivirus-infected Mel501 cells in comparison to parental and control pLKO.1-infected cells, 3 days after infection. (c) Phase-contrast images of parental and sh4575 lentivirus-infected Mel501 cells. (d) Immunofluorescence staining for 5-carboxylcytosine (5caC) in sh4575 lentivirus-infected (*TDG* knockdown) and control pLKO.1-infected Mel501 cells. Nuclei are counter-stained with DAPI.

**Supplementary Figure 5**

Heatmaps comparing expression levels for individual genes in each of the four indicated GSEA categories.

**Supplementary Figure 6**

Cell proliferation analysis over an incubation time of 170 hours by xCELLigence real-time cell analyzer in C8- (green) and control pLKO.1-infected (red) SK28 cells. All the experiments were performed in duplicate and data are presented as average ± standard deviation.

**Supplementary Figure 7**

Representative hematoxylin & eosin-stained histopathology sections from the liver and spleen of two mice with the Cre-*ERT2 Tdg*flox/-genotype and one mouse with the control Cre-*ERT2 Tdg*flox/+ genotype, as indicated. Images were photographed with a 20x objective. Scale bar is shown. Arrows mark histiocytic proliferation in the portal spaces of the liver and within the red pulp of the spleen.

**Supplementary Figure 8**

(a) Schematic of the molecular beacon assay for G:T repair; dose dependence curves for APE1 (b) and TDG (c).

**Supplementary Figure 9**

Cell viability of HEMn-LP melanocytes treated with increasing doses of juglone and closantel for 72hrs (a) and 96hrs (b).

# Supplementary material for: Thymine DNA glycosylase as a novel target for melanoma
**Source:** Oncogene. 2019 Jan 23;38(19):3710–28. doi: 10.1038/s41388-018-0640-2
**Supplement:** Supplementary file 11 — Supplementary Tables 1-2-3

Supplemental Table 1. Candidate TDG inhibitors identified by screening the ICCB library.

| 6-Keto-prostaglandin F1a  7-[(1R,2S)-2-[(E,3S)-3-hydroxyoct-1-enyl]-5-oxocyclopent-3-en-1-yl]heptanoic acid | 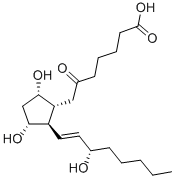 |
| --- | --- |
| E6 Berbamine  6,6',7-Trimethoxy-2,2'-dimethylberbaman-12-yl acetate | 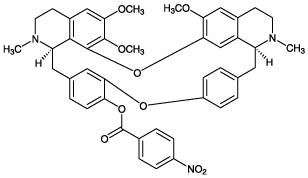 |
| Prostaglandin A1  9-oxo-15S-hydroxy-prosta-10,13E-dien-1-oic acid | [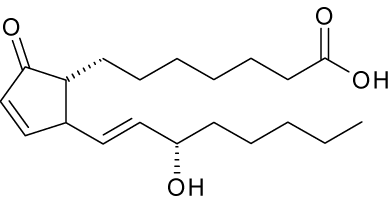](http://upload.wikimedia.org/wikipedia/commons/e/e5/Prostaglandin_A1.png) |
| Juglone  5-hydroxynaphthoquinone | [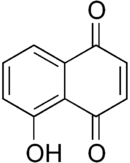](http://en.wikipedia.org/wiki/File:Juglone.png) |
| GW-5074  3-(3,5-Dibromo-4-hydroxybenzylidine-5-iodo-1,3-dihydro-indol-2-one | 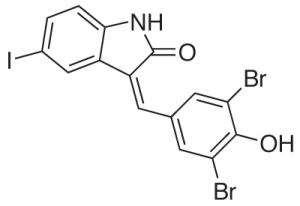 |
| Rottlerin  (E)-1-[6-[(3-acetyl-2,4,6-trihydroxy-5-methylphenyl)methyl]-5,7-dihydroxy-2,2-dimethylchromen-8-yl]-3-phenylprop-2-en-1-one | 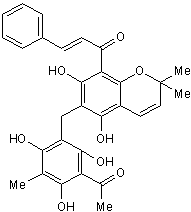 |

Supplemental Table 2. Candidate TDG inhibitors identified by screening the JHCC library.

| Cefixime  (6R,7R)-7-{[2-(2-amino-1,3-thiazol-4-yl)-2-(carboxymethoxyimino)acetyl]amino}-3-ethenyl-8-oxo-5-thia-1-azabicyclo[4.2.0]oct-2-ene-2-carboxylic acid | [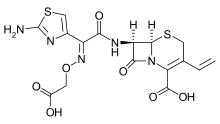](http://en.wikipedia.org/wiki/File:Cefixime.svg) |
| --- | --- |
| Idarubicin  (1S,3S)-3-acetyl-3,5,12-trihydroxy-6,11-dioxo-1,2,3,4,6,11-hexahydrotetracen-1-yl 3-amino-2,3,6-trideoxo-α-L-lyxo-hexopyranoside | [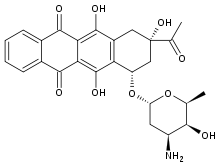](http://en.wikipedia.org/wiki/File:Idarubicin.svg) |
| Doxorubicin  (7S,9S)-7-[(2R,4S,5S,6S)-4-amino-5-hydroxy-6-methyloxan-2-yl]oxy-6,9,11-trihydroxy-9-(2-hydroxyacetyl)-4-methoxy-8,10-dihydro-7H-tetracene-5,12-dione | 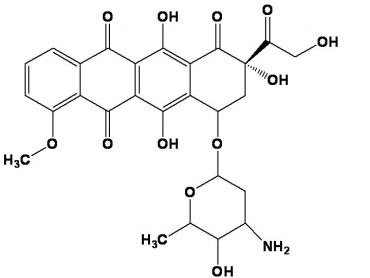 |
| Methenamine (Hexamethylenetetramine) | 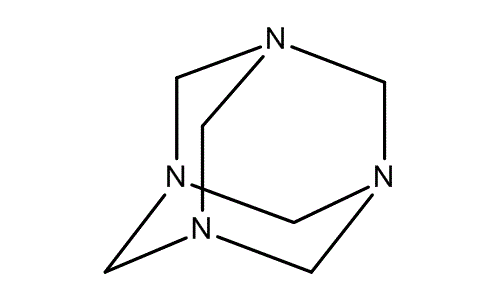 |
| Congo red  disodium 4-amino-3-[4-[4-(1-amino-4-sulfonato-naphthalen-2-yl)diazenylphenyl]phenyl]diazenyl-naphthalene-1-sulfonate | [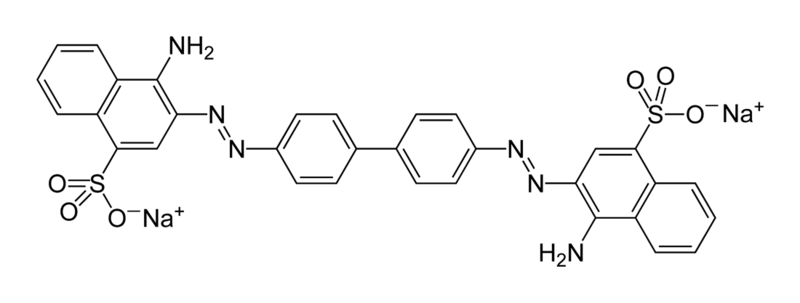](http://upload.wikimedia.org/wikipedia/commons/c/c9/Congo-red-2D-skeletal.png) |
| Sodium ferric gluconate (Ferrlecit®) | 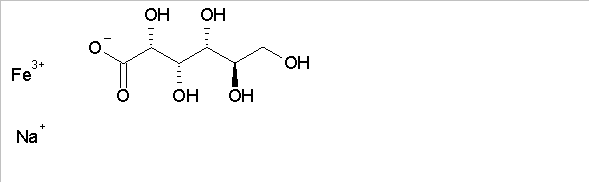 |
| Ferrous sulfate | [](https://www.google.com/imgres?imgurl&imgrefurl=http://www.alanwood.net/pesticides/ferrous%20sulfate.html&h=0&w=0&tbnid=_4vi0l82nHbfGM&zoom=1&tbnh=64&tbnw=105&docid=ORR_H47ErYJkTM&hl=en&tbm=isch&ei=bKaEU8XwHcvKsQTa_YKAAg&ved=0CAUQsCUoAQ) |
| Aurothioglucose  gold(I) (2S,3S,4R,5S)-3,4,5-trihydroxy-6-(hydroxymethyl)-oxane-2-thiolate | [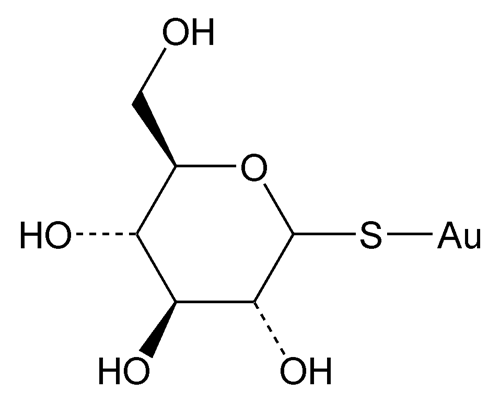](http://www.drugfuture.com/Pharmacopoeia/USP32/pub/data/images/v32270/cas-12192-57-3.gif) |
| Evans blue  tetrasodium (6E,6'E)-6,6-[(3,3'-dimethylbiphenyl-4,4'-diyl)di(1E)hydrazin-2-yl-1-ylidene]bis(4-amino-5-oxo-5,6-dihydronaphthalene-1,3-disulfonate) | 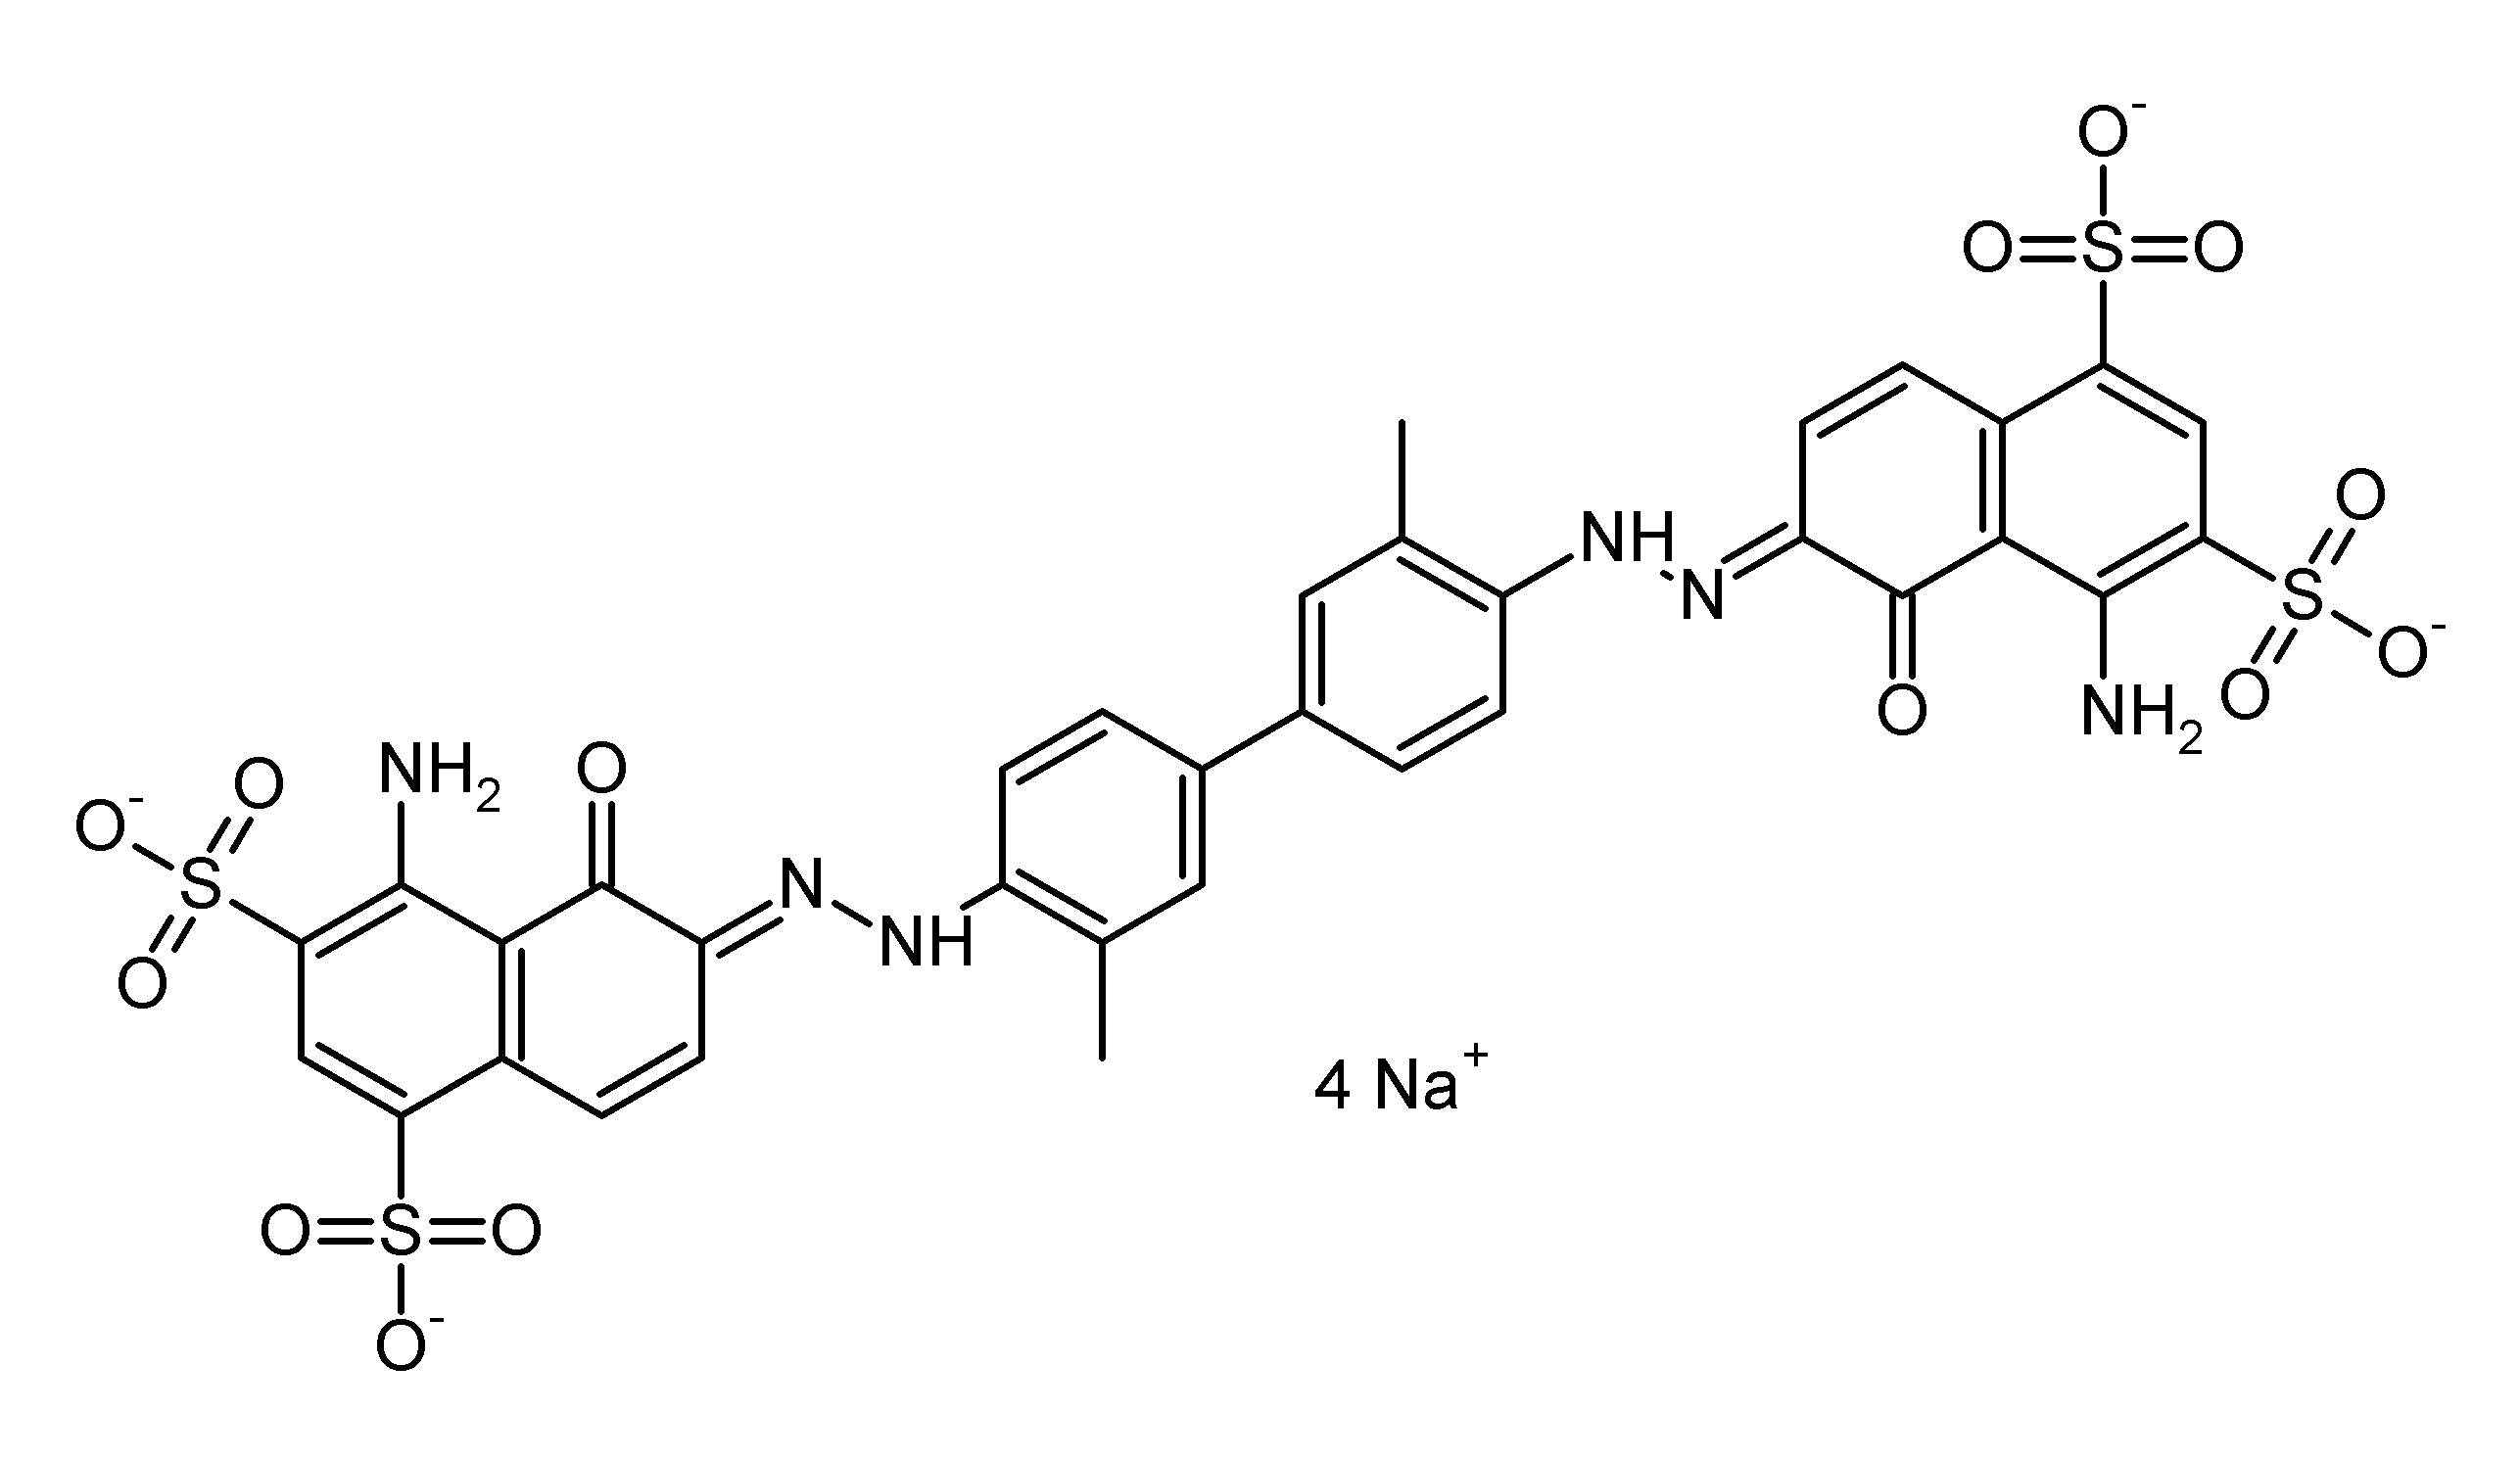 |
| Closantel  5′-Chloro-4′-(4-chloro-α-cyanobenzyl)-3,5-diiodo-2′-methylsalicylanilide, N-[5-Chloro-4-(4-chloro-α-cyanobenzyl)-2-methylphenyl]-2-hydroxy-3,5-diiodobenzamide | 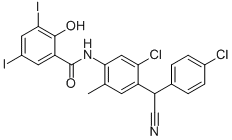 |
| Cinchonine sulfate | [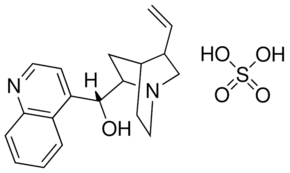](http://www.sigmaaldrich.com/catalog/product/aldrich/s654752?lang=en&region=US) |
| Hexadimethrine bromide (Polybrene)  1,5-dimethyl-1,5-diazaundecamethylene  polymethobromide, hexadimethrine bromide - | [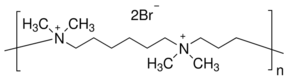](http://www.sigmaaldrich.com/catalog/product/sigma/h9268?lang=en&region=US) |
| Indigotindisulfonate  (Indigo Carmine)  3,3'-dioxo-2,2'-bis-indolyden-5,5'-disulfonic acid disodium salt | [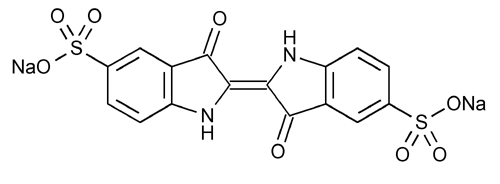](http://www.google.com/url?sa=i&rct=j&q=&esrc=s&frm=1&source=images&cd=&cad=rja&uact=8&docid=2dYsZPkGu8e2cM&tbnid=NfdKub_iIw3ioM:&ved=0CAUQjRw&url=http://www.pharmacopeia.cn/v29240/usp29nf24s0_m40140.html&ei=R6iEU9DLHeHisATAz4GwCw&bvm=bv.67720277,d.aWw&psig=AFQjCNE4JGfoQYtWpwoEkMMlORhFS3UOrA&ust=1401289135842618) |
| Protamine chloride, grade V | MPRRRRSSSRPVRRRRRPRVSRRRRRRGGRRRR |

Supplemental Table 3. Candidate TDG inhibitors identified by screening the LOPAC library.

| (-)-Gossypol  7-(8-formyl-1,6,7-trihydroxy-3-methyl-5-propan-2-ylnaphthalen-2-yl)-2,3,8-trihydroxy-6-methyl-4-propan-2-ylnaphthalene-1-carbaldehyde | 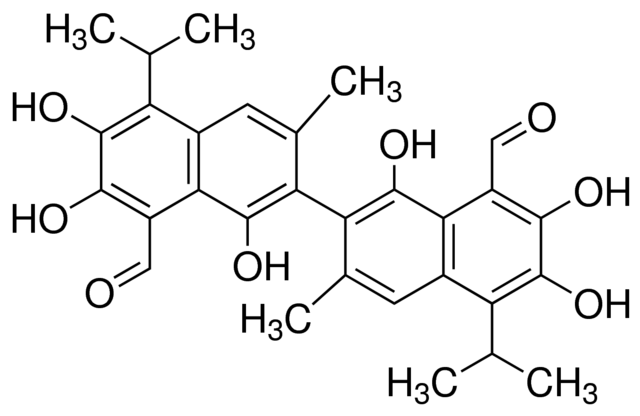 |
| --- | --- |
| NF 023  hexasodium;8-[[3-[[3-[(4,6,8-trisulfonatonaphthalen-1-yl)carbamoyl]phenyl]carbamoylamino]benzoyl]amino]naphthalene-1,3,5-trisulfonate | 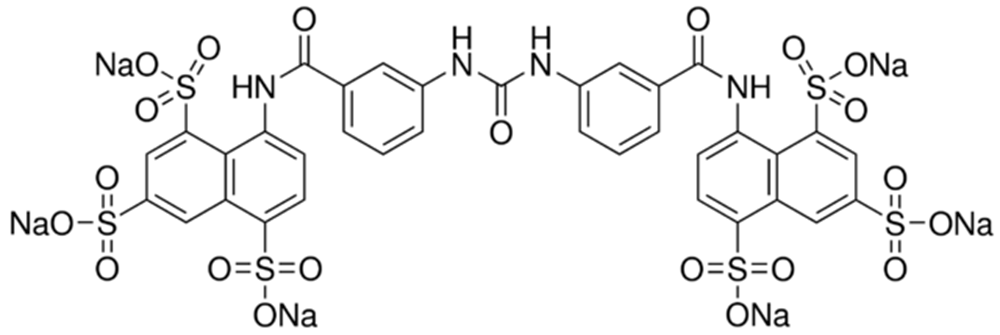 |
| Mitoxantrone  1,4-dihydroxy-5,8-bis[2-(2-hydroxyethylamino)ethylamino]anthracene-9,10-dione | 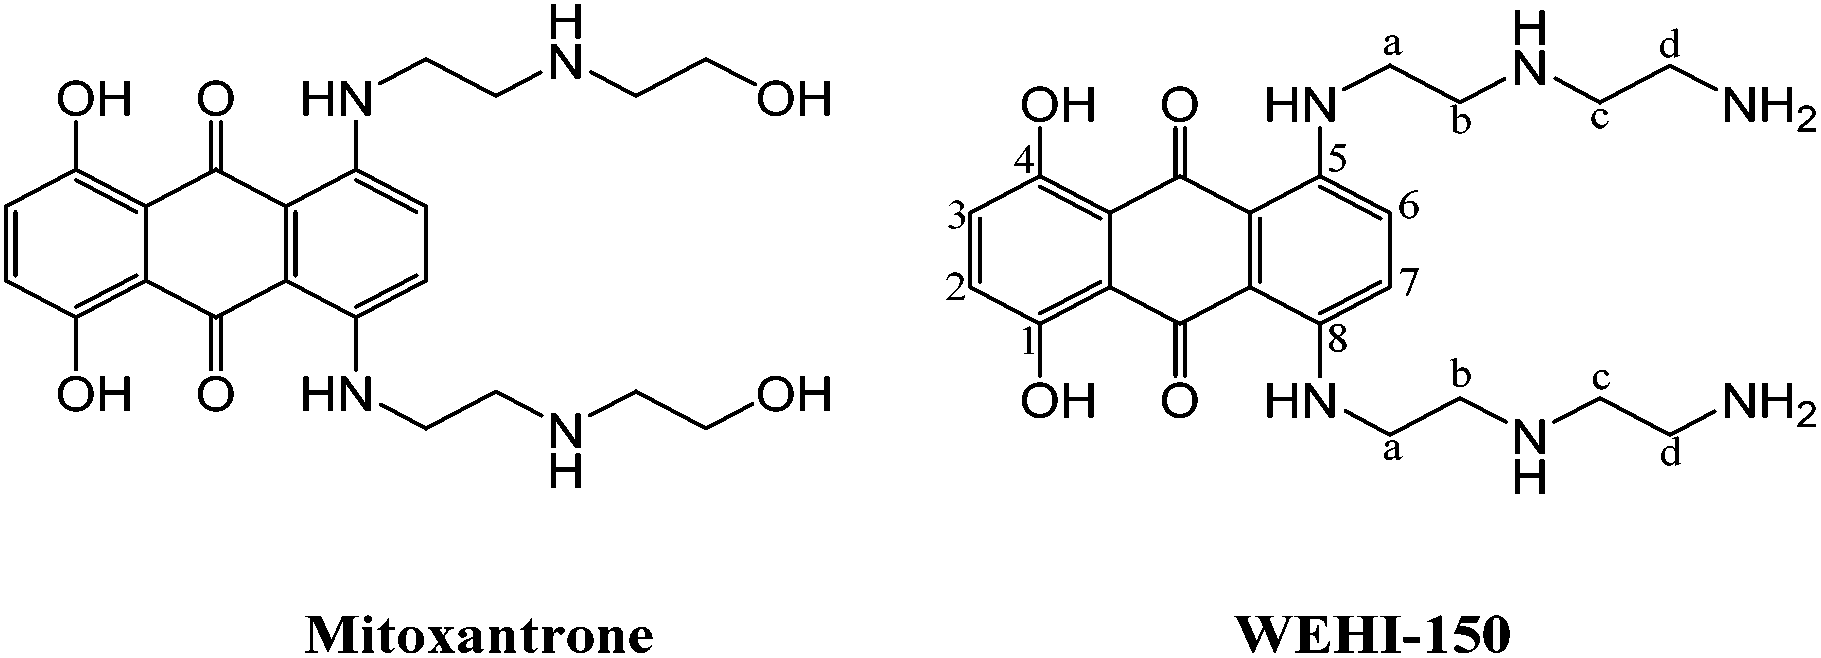 |
| Ro 90-7501  2-[2-(4-aminophenyl)-3H-benzimidazol-5-yl]-3H-benzimidazol-5-amine | 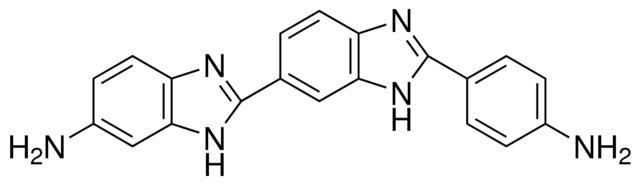 |
| Aurothioglucose  gold(1+);(2R,3R,4S,5S,6R)-3,4,5-trihydroxy-6-(hydroxymethyl)oxane-2-thiolate | 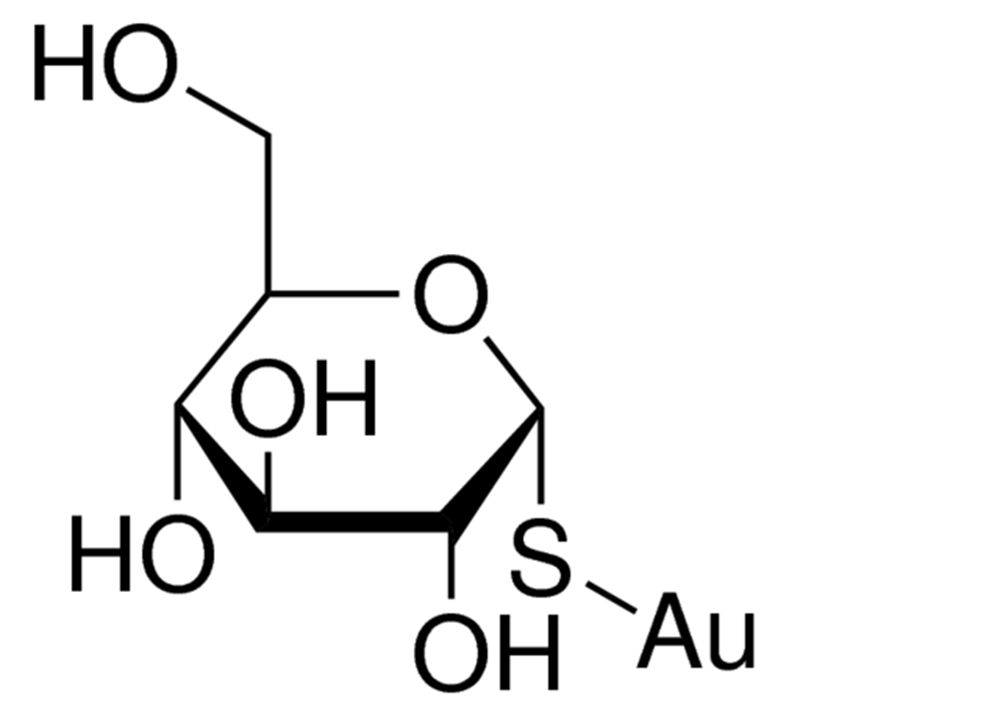 |
| Ethopropazine hydrochloride  N,N-diethyl-1-phenothiazin-10-ylpropan-2-amine;hydrochloride | 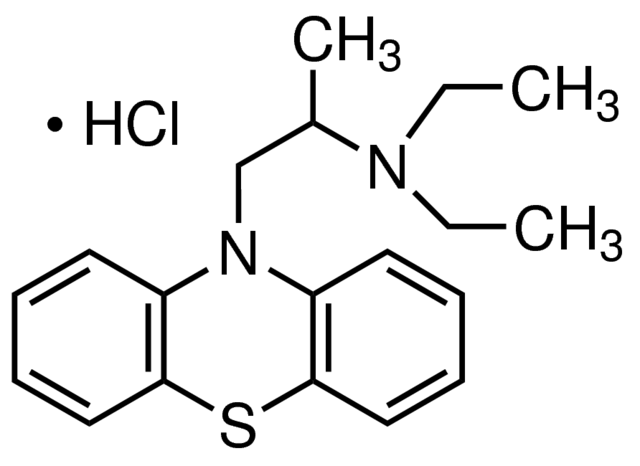 |
| Suramin  8-[[4-methyl-3-[[3-[[3-[[2-methyl-5-[(4,6,8-trisulfonaphthalen-1-yl)carbamoyl]phenyl]carbamoyl]phenyl]carbamoylamino]benzoyl]amino]benzoyl]amino]naphthalene-1,3,5-trisulfonic acid | 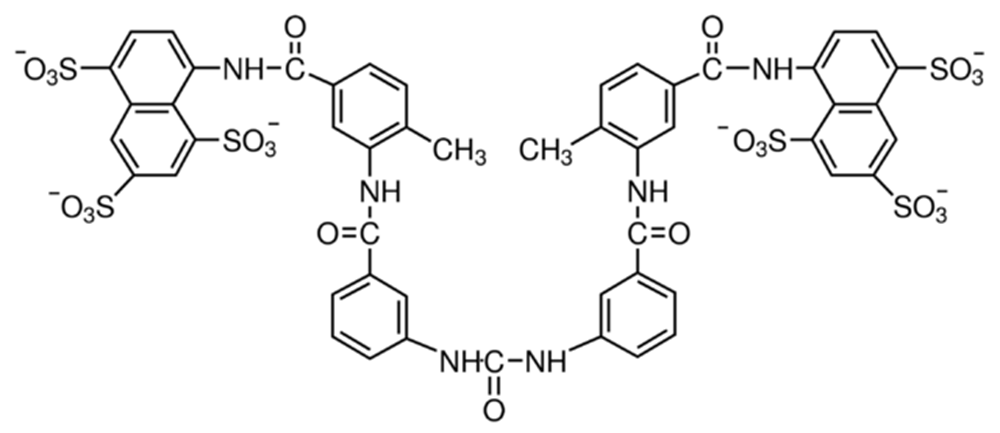 |
| IPA-3  1-[(2-hydroxynaphthalen-1-yl)disulfanyl]naphthalen-2-ol | 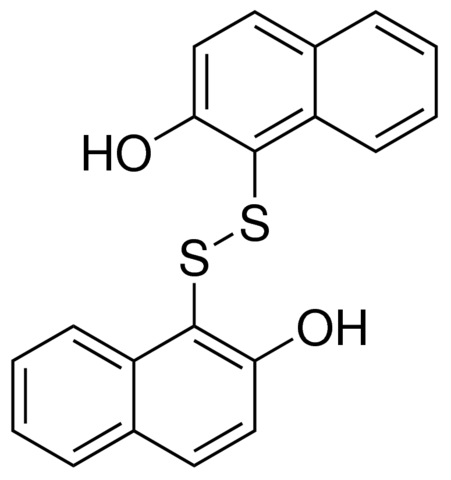 |
| Oxotrernorine methiodide  trimethyl-[4-(2-oxopyrrolidin-1-yl)but-2-ynyl]azanium;iodide | 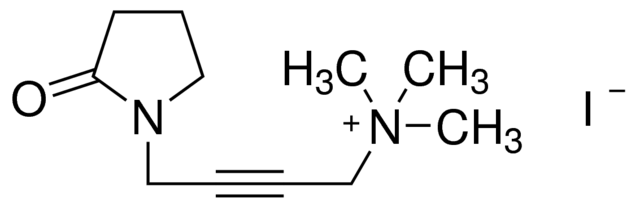 |

How the deposited data were processed for this re-analysis (not part of the article)

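RNA from SK28 (SK-MEL-28) melanoma cells was sequenced 5 days after infection with the C8 hairpin against *TDG* (shTDG, 3 libraries) or with the empty pLKO.1 vector (shControl, 3 libraries). The sample labels describe 2 hairpin constructs and do not say which was used for each library; the paper's results name C8. The labels list CASAVA 1.8.2, cutadapt 1.10, Bowtie2 2.2.8, TopHat2 2.0.10 with Bowtie2 2.1.0, HTSeq and DESeq2, and the human build hg19. The paper's methods name a mouse build, while the gene identifiers are human. The paper does not state whether the counting used strand, so reads of genes that overlap on opposite strands cannot be told apart.

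The authors deposited raw counts of reads per gene, the counts divided by a size factor per library, and this normalized signal divided by gene length in kilobases. They also deposited the log2 fold change from DESeq2 with its standard error, the p-value and the adjusted p-value of each gene. The table lists 57773 gene identifiers, of which 32553 have values. At the paper's thresholds the deposited table holds 1198 downregulated and 1065 upregulated genes, the same genes as the supplementary lists. Every test here started from the raw counts. All 18 columns with values per library were read. Total counts were 18571341, 17452964 and 12378395 in shControl replicates 1 to 3 and 13363040, 14069360 and 13744391 in shTDG replicates 1 to 3.

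Genes were kept by edgeR's filterByExpr with the groups given, which left 15903 genes. Counts were normalized by TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest), in R 4.3.3, with Benjamini and Hochberg adjustment. The common biological coefficient of variation was 0.274. A gene was called at an adjusted p under 0.05. Lists of genes were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2, with a correlation of 0.01 between genes, and adjusted over 36 lists. Of these, 23 passed, and 6 passed with fry in place of camera. A further list of immune cell markers had 1 member tested, *LYZ*, and no set test. Preranked enrichment used fgsea 1.28.0. The lists were written by hand from textbook knowledge, since the Hallmark sets were not available, and the interferon, MHC class I and lysosome lists were written after the first rows of the paper's supplementary lists had been seen. Cell type markers of keratinocytes, fibroblasts and endothelial cells had 4, 5 and 2 members tested, and none of the 3 lists passed (camera adjusted p of 0.0848, 0.994 and 0.959).

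Single genes were chosen by a rule: the genes the paper names; the 10 largest rises and 10 largest falls among called genes with a mean of at least 5 CPM and no overlap between groups; the 5 smallest p values in each direction; and the 4 largest changes within each list. This gave 140 genes. Coordinates, transcript lengths, GC content and 3′ UTRs came from GENCODE v44 lifted to GRCh37, which held 96.1% of the identifiers. GC content and length were known for 97.4% of the tested genes. Across genes the log2 fold change had a Spearman correlation of −0.23 with GC content and of 0.23 with length; genes are not independent replicates.

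The model was tested on simulated counts for these genes and libraries with 200 genes changed. Over 15619 unchanged and changed genes edgeR recovered 16.4% of genes changed by a log2 of 1, 86.6% at 2 and 97.0% at 3, with 13 false calls. Changes near 2-fold were therefore mostly missed in this simulation. The real counts gave 2787 called genes, far more than the 200 changed here, and the adjusted threshold depends on that number. These shares therefore need not hold for the real counts. The search for words in 3′ UTRs was tested with a planted word.

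The comparison, the tests of genes and the alternatives were set before the data were examined, except for 2 alternatives added later: limma-voom with library quality weights, and preranked enrichment over every gene of the deposited table. The alternatives set before were median-of-ratios factors, library totals alone, no filter, a minimum mean of 20 counts, a block for replicate number, offsets for GC content and length alone or with the block, thinning to the smallest library, leaving out each library, DESeq2 1.42.0 with and without shrunken fold changes, limma-voom, and other set tests. All 10 splits of the 6 libraries into 3 and 3 were also fitted. Scripts used Python 3.11.15 with scipy 1.17.1.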

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

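The tests of the ribosomal protein genes and of a site absent from the *TDG* mRNA were chosen after the results were seen.

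Several lists that the paper does not analyse in these data were called by camera in shTDG. None of them passed with a correlation estimated from the libraries (adjusted p of 0.556 to 0.756). Interferon-stimulated genes had a median log2 fold change of −0.65, with 10 of 35 lower and 1 higher. MHC class I antigen presentation genes had one of −0.13, with 6 of 15 lower. These lists were written after the first rows of the paper's supplementary lists had been seen. Those rows come from these same libraries, so the calls of the interferon and MHC class I lists are not a separate test. Cholesterol synthesis genes had a median of −0.80, with 8 of 24 lower. Genes of dedifferentiated or invasive melanoma had a median of 0.75, with 9 of 20 higher and 1 lower, genes of the unfolded protein and integrated stress responses 0.60, with 8 of 23 higher and 1 lower, immediate early and stress-response genes 0.28, with 8 of 36 higher, and p300, CBP and related histone acetyltransferases 0.59, with 0 of 9 called. Citric acid cycle genes had a median of −0.61, glycolysis genes −0.51 and housekeeping and loading-control genes −0.50. Base excision repair genes had one of −0.47, cytosolic ribosomal proteins −0.41 and mitochondrial ribosomal proteins −0.34. With 1 library left out, medians ran from −0.38 to 0.02 for MHC class I, 0.03 to 0.56 for immediate early genes and 0.35 to 0.68 for acetyltransferases. They ran from −0.76 to −0.08 for housekeeping genes, −0.72 to −0.30 for cytosolic and −0.54 to −0.21 for mitochondrial ribosomal proteins. Of the acetyltransferases, 4 were higher without shControl replicate 3 and 0 without shControl replicates 1 or 2. Without shControl replicates 1 and 2 in turn, 4 and 3 dedifferentiation genes and 6 and 3 immediate early genes were higher, 4 and 2 interferon genes and 5 and 4 cholesterol genes were lower, and in both fits 2 stress response genes were higher and 2 MHC class I genes were lower.

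The real grouping gave 23 called lists, and the highest of the other splits of the libraries gave 20. It gave 1097 lower and 1023 higher genes, or 1431 and 1356 at any fold, and the other splits gave at most 0. In each of these results 1 split, the real one, reached the value, and 10 splits are too few for a share under 0.05. Each other split mixes shTDG and shControl libraries unevenly, so part of the group difference stays in it. The lists' split counts therefore cannot tell a structure shared by their members from that difference.

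Of 77 respiratory chain genes of the nucleus, 15 were lower in shTDG, 1 was higher and 61 did not pass. Without shControl replicates 1 or 2, 1 was lower, with a list median of −0.43 or −0.57. Their median lay 0.39 below that of 1000 random lists matched on GC content, length and mean expression (difference of −0.3923; matched lists ran from −0.35 to −0.08), which argues against GC content or length as the whole cause. Their level followed that of the cytosolic ribosomal proteins. The list fell by 0.58 between the groups and the ribosomal genes by 0.46, and the level of the first relative to the second differed by −0.1252 (exact permutation test, two-sided p = 0.3, with overlapping groups). A difference between libraries that the ribosomal protein genes share is therefore a candidate explanation, and an effect of the knockdown on both kinds of genes stays open.

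The G2–M genes were near the control level in shTDG replicate 2. The list's median in that library, relative to shTDG replicates 1 and 3, lay 1.8283 above that of matched random lists, beyond their range of −0.16 to 0.03, which argues against GC content and length. Control cells or a control label in that library also predict a return of other genes. Over 1834 genes that passed the paper's thresholds without that library, were also tested with all 6 libraries and lay outside the cell cycle and repair lists, its median position was 0.2425 on a scale from 0 (shTDG replicates 1 and 3) to 1 (shControl), against 0.92 for the G2–M genes and 0.46 for the replication genes. These values argue against a control library, and *TDG* was at 11.4 CPM there against 20.1 to 21.8 CPM in shControl. A difference in the share of dividing cells between the cultures may be involved (positions of 0.92 for G2–M and 0.46 for replication genes) and was not tested.

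Some genes fell by more than *TDG* itself in every shTDG library. All 7-base words of 3′ UTRs were tested for lower fold changes in 12315 genes after GC content, lengths and expression were taken out. Of 16205 words, 175 had an adjusted p under 0.05 in this rank test, which takes genes as independent although they are not. The first word that occurs in the *TDG* mRNA, as 17.7% of the tested words do, ranked 5 (TGGTGTA, adjusted p = 8.85e-06). The first word of all, GCGGTGT, had a z of −7.43 (adjusted p = 8.96e-10) and does not occur in that mRNA. The rule set beforehand, that the site of a guide against *TDG* must lie in its mRNA, was thus not met. The rule does not cover the other strand of the hairpin, whose sites need not lie in that mRNA. The z of GCGGTGT was −7.49, −7.11 and −6.46 in shTDG replicates 1 to 3 and between −2.24 and 1.03 in the shControl libraries. The lowest z of 104 words of its base composition was −5.93, for a word that shares 6 of its bases in order, and its reverse complement had a z of 0.51. The word was chosen by these same fold changes, so its z values and the shift of genes with it in the 3′ UTR describe the search and are not a separate test. Genes with the word in the 3′ UTR were shifted by −0.39 (95% bootstrap interval −0.52 to −0.25), and genes with it in the coding sequence only by −0.2834 (−0.36 to −0.18) (a limit of 0.5 of the first shift was set after the word was found and before this value was computed). At the paper's thresholds the word was in the 3′ UTR of 43 of 935 lower and 11 of 777 higher genes searched. *GM2A* has it and fell (log2 fold change −3.15), and *HMGA2* has it and rose (2.33). Pairing with a small RNA in the shTDG cells may contribute but was not decided by these data, and the hairpin's sequence is not in the paper's text. The paper reports like changes of cell shape with a second hairpin, sh4575, and takes them to exclude off-target effects. It also reports that a *TDG* cDNA resistant to the hairpin restored MITF and cell shape. Both were shown in Mel501 cells, and the mRNA levels studied here were not reported for them. The word was in the 3′ UTR of 1 of 70 G2–M genes, 0 of 54 replication genes and 1 of 77 respiratory chain genes. Direct pairing at the word in 3′ UTRs therefore cannot account for these lists, and an effect through other genes was not tested.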

How the results depend on the processing

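The fits with quality weights and the enrichment over the deposited table were chosen after the results were seen. Leaving out shControl replicates 1 or 2 changed the gene counts most, and the cause was not tested. Without shControl replicate 3 the gene counts were 1245 lower and 1417 higher. The Spearman correlation over genes was 0.991 between shControl replicates 1 and 2. It was 0.970 between shControl replicates 1 and 3 and 0.976 between shControl replicates 2 and 3. Leave-one-out counts ran from 332 to 1274 for lower and 234 to 1417 for higher genes at the paper's thresholds, and from 332 to 1605 and 234 to 1724 at any fold. The lowest values came without shControl replicate 2, where 331 lower and 230 higher genes were shared with the main result, and the next without shControl replicate 1 (415 and 285 shared). Without shControl replicates 1 and 2 in turn, 70 and 67 of the named genes other than *TDG* lost their calls. *TDG* kept its direction with log2 fold changes from −0.96 to −0.74 in these fits, and kept its call in all fits with 6 libraries.

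Other alternatives moved the counts by 1.5 times or less except these. With no filter, which tests more genes, 1545 genes were higher at the paper's thresholds, and 2236 were lower and 2055 higher at any fold. With offsets for GC content and length 2073 were higher at any fold. With limma-voom and quality weights, chosen after the data were seen, 1681 were higher at the paper's thresholds and 2806 lower and 3084 higher at any fold. The correlations of same-numbered libraries were 0.26, −0.17 and 0.25, and those of the other pairs ran from −0.47 to 0.40. These values do not decide whether the replicate numbers pair the libraries. With a replicate block, 1299 genes were lower and 1158 higher (2075 and 1893 at any fold). With the replicate block and the offsets 2257 were lower and 2186 higher at any fold. In these 2 fits 37 and 39 nuclear respiratory chain genes and 35 and 46 G2–M genes were lower, and 1 of each list was higher. *MITF* changed from −0.17 to 0.0162 with quality weights and was not called in either. No other named gene reversed. The cause was not tested for these.

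The 23 called lists rested on camera's preset correlation. With an estimated correlation the adjusted p was 0.556 for acetyltransferases, base excision repair, cholesterol, dedifferentiation, G1–S, G2–M, immediate early, interferon, MHC class I, DNA repair, replication, SASP proteases, Seurat's S-phase markers and the citric acid cycle, 0.559 for Seurat's G2–M markers and the unfolded protein response, 0.636 for housekeeping, 0.652 for glycolysis and nuclear respiratory chain genes, 0.681 for mitochondrial DNA and pigmentation, 0.716 for ribosomal and 0.756 for mitochondrial ribosomal proteins. With fry, which asks whether a list moves on balance and does not compare it with other genes, the adjusted p was 0.0383 for replication, base excision repair, Seurat's S-phase markers, the citric acid cycle, cholesterol and interferon, and missed the threshold for dedifferentiation (0.0659), DNA repair (0.0668), MHC class I (0.0718), immediate early genes (0.0799), acetyltransferases, G1–S and the unfolded protein response (0.115), SASP proteases (0.118), housekeeping (0.136), G2–M, mitochondrial DNA and pigmentation (0.145), glycolysis (0.154), Seurat's G2–M markers (0.17), nuclear respiratory chain genes (0.206), and both ribosomal lists (0.308).

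Preranked enrichment did not call mitochondrial DNA (0.0587), pigmentation (0.0747), SASP proteases (0.0805) or housekeeping (0.102), and called the inflammatory list (0.0191). Over every gene of the deposited table, an alternative chosen after the data were seen, it called the inflammatory (0.00735) and axon guidance (0.0378) lists. With offsets for GC content and length MHC class I was not called (0.153). Leave-one-out adjusted p values ran from 0.00103 to 0.11 for mitochondrial DNA, 0.00108 to 0.144 for SASP proteases, 0.000185 to 0.0699 for immediate early genes, 0.00257 to 0.0907 for MHC class I, 0.00331 to 0.092 for pigmentation, 0.0121 to 0.123 for acetyltransferases, 0.000679 to 0.061 for the unfolded protein response, 0.0038 to 0.123 for housekeeping, 0.0389 to 0.841 for the inflammatory list and 0.0221 to 0.176 for keratinocyte markers. The other called lists kept their calls in each of these fits.

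Lists that were not called changed direction in some fits and were not called there either. Leave-one-out values ran from 0.395 to 0.952 for SASP cytokines and NFκB targets, 0.471 to 0.952 for SASP growth factors, 0.136 to 0.919 for lysosome genes, 0.772 to 0.993 for cyclin-dependent kinase inhibitors, 0.581 to 0.922 for axon guidance, 0.092 to 0.938 for histones, 0.269 to 0.899 for fibroblast and 0.655 to 0.97 for endothelial markers. With the offsets kinase inhibitors (0.87), fibroblast markers (0.92), histones (0.872) and lysosome genes (0.722) reversed. With fry SASP growth factors (0.965) reversed, with preranked enrichment kinase inhibitors (0.607), fibroblast markers (0.889) and SASP growth factors (0.493), and over the deposited table kinase inhibitors (0.612) and endothelial markers (0.471). With the replicate block axon guidance (0.907) and SASP cytokines (0.975) reversed. The cause was not tested. Low counts limit the lists of secreted factors, where 14 of 28 SASP cytokines with any counts reached a test.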

Differences from the paper's values

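The enrichment over the deposited table was chosen after the results were seen. Both counts of called genes lay within 1.5 times the paper's (1100 and 1000 in its text, 1198 and 1065 in its supplementary lists, against 1097 and 1023 here). Of the alternatives set before the data were examined, the values without shControl replicate 1 (428 and 295) and without shControl replicate 2 (332 and 234) did not, and with no filter the 1545 higher genes lay beyond that range of the count in the text alone.

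The paper states that gene sets for TNFα signaling through NFκB and for the inflammatory response are upregulated. The hand-written NFκB list had as many positive as negative fold changes (11 and 11 of 22) and was not called by camera, fry or preranked enrichment (adjusted p of 0.994, 0.965 and 0.483). The inflammatory list had 7 higher and 2 lower genes of 34, and 2 higher and 0 lower without shControl replicates 1 or 2. Camera did not call it (0.347), while preranked enrichment did (0.0191), as did camera without shTDG replicate 2 (0.0389) and preranked enrichment over the deposited table, which was chosen after seeing the values (0.00735). These lists are not the Hallmark sets. Immediate early and stress-response genes were tested apart from the NFκB list, with 8 of 36 higher and 0 lower. Camera called them (adjusted p = 0.0137, or 0.556 with an estimated correlation), as did preranked enrichment (0.0218), while fry did not (0.0799). How many of them the Hallmark sets hold was not checked, so the NFκB result here cannot be set directly against the paper's.

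The paper describes the upregulated genes as including secreted cytokines and proteases of the SASP. Here 3 of 14 SASP interleukins, chemokines and other inflammatory factors were higher, and 1, *MIF*, was lower. The 3 were the adhesion molecule gene *ICAM1* and the chemokine genes *CCL3* and *CCL20*. In the SASP protease list 2 of 11 genes were higher and 0 were lower. These were the urokinase receptor gene *PLAUR* and the inhibitor gene *TIMP2*, so no protease gene of the list was called higher. Without shControl replicates 1 or 2, 1 gene of the first list and 0 genes of the protease list were higher.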

Other observations

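No test in this part was chosen after the results were seen, but the interferon, antigen presentation and lysosome lists were written after the first rows of the paper's supplementary lists had been read. Some interferon-stimulated and antigen presentation genes were lower in every shTDG library than in every shControl library, although 24 of 35 and 9 of 15 genes of these lists did not pass. The median of the antigen presentation list in shTDG replicate 1 (0.245) was above all shControl libraries. *IFIT1* had a log2 fold change of −2.92 (standard error 0.34, adjusted p = 0.00233 from edgeR), *ISG15* −3.14 (standard error 0.48, adjusted p = 0.00460 from edgeR), *TAP2* −1.91 (standard error 0.25, adjusted p = 0.00269 from edgeR) and *PSMB9* −3.44 (standard error 0.38, adjusted p = 0.00221 from edgeR). The calls of these 4 genes held when any library was left out. *PSMB9* shares exon sequence with *PSMB8* and *PSMB8-AS1*. *TRIM22*, another interferon-stimulated gene, rose, with a log2 fold change of 2.04 (adjusted p = 0.0430 from edgeR).

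Of 31 pigmentation genes 9 were lower, 3 were higher and 19 did not pass (median −0.46; camera adjusted p = 0.0247; 0.681 with an estimated correlation), and 4 were lower without shControl replicates 1 or 2. *TYR* had a log2 fold change of −1.51 (standard error 0.27, adjusted p = 0.00803 from edgeR), *OCA2* −1.94 (standard error 0.35, adjusted p = 0.00778 from edgeR) and *MLANA* −0.95 (standard error 0.27, adjusted p = 0.0361 from edgeR), the last call lost without shControl replicates 1 or 2 or shTDG replicates 2 or 3. *NT5E* rose with a log2 fold change of 2.61 (standard error 0.34, adjusted p = 0.00276 from edgeR) and *NGFR* with 3.01 (standard error 0.65, adjusted p = 0.0150 from edgeR), a call lost without shControl replicates 1 or 2. *S100B*, a melanocyte lineage gene, rose with 1.92 (adjusted p = 0.00413 from edgeR). Some stress genes rose, with log2 fold changes of 2.38 for *SESN2* (adjusted p = 0.00382 from edgeR), 2.62 for *CHAC1* (adjusted p = 0.00706 from edgeR) and 2.87 for *EGR2* (adjusted p = 0.00353 from edgeR). *FDPS*, of the cholesterol pathway, had a log2 fold change of −1.59 (adjusted p = 0.00803 from edgeR).

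For genes whose protein the paper measured on day 3, the mRNA on day 5 was as follows. *MITF* had a log2 fold change of −0.17 (standard error 0.24, adjusted p = 0.652 from edgeR), with 323 to 450 CPM in shTDG and 377 to 549 CPM in shControl. *EP300*, which encodes p300, had one of 1.23 (standard error 0.41, adjusted p = 0.0632 from edgeR), *CDKN2A* one of −0.80 (standard error 0.37, adjusted p = 0.151 from edgeR) and *RB1* one of 0.84 (standard error 0.24, adjusted p = 0.0375 from edgeR), a call lost in 4 of the leave-one-out fits. *LMNB1* had one of −1.33 (standard error 0.54, adjusted p = 0.109 from edgeR), at 9.32, 46.9 and 10.1 CPM in shTDG replicates 1 to 3, and without shTDG replicate 2 its log2 fold change was −2.53 and it was called. *CDKN2B*, next to *CDKN2A*, rose with a log2 fold change of 1.55 (adjusted p = 0.00822 from edgeR; not called without shControl replicate 2). *ACTB*, the gene of a loading control, fell with −1.37 (standard error 0.27, adjusted p = 0.0111 from edgeR; not called without shControl replicate 1). The paper reports more p16 INK4A and less p300, Rb, MITF and lamin B1 protein. The fold changes of *CDKN2A*, *EP300* and *RB1* had the opposite sign, and those of *CDKN2A* and *EP300* were not called. *CDKN2A* was counted as a whole gene, and its exons overlap *CDKN2B-AS1*. mRNA levels do not give protein levels.

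*IDH2* had a log2 fold change of −2.60 (standard error 0.36, adjusted p = 0.00328 from edgeR), and *TET3* one of 1.54 (standard error 0.48, adjusted p = 0.0510 from edgeR), called by several alternatives. *CDK6* rose with 2.55 (adjusted p = 0.00502 from edgeR). Of 36 lists camera did not call 13, among them those of DNA demethylation (median −0.40, adjusted p = 0.3), p53 targets (0.10, 0.751), lysosome genes (0.10, 0.954), cyclin-dependent kinase inhibitors (−0.20, 0.982), histones (0.35, 0.982) and axon guidance (0.01, 0.994).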
